# Phosphatidylcholines from *Pieris brassicae* eggs activate an immune response in Arabidopsis

**DOI:** 10.7554/eLife.60293

**Published:** 2020-09-28

**Authors:** Elia Stahl, Théo Brillatz, Emerson Ferreira Queiroz, Laurence Marcourt, André Schmiesing, Olivier Hilfiker, Isabelle Riezman, Howard Riezman, Jean-Luc Wolfender, Philippe Reymond

**Keywords:** *Pieris brassicae*, phosphatidylcholines, innate immunity, insect eggs, plant defense, *A. thaliana*

## Abstract

Recognition of conserved microbial molecules activates immune responses in plants, a process termed pattern-triggered immunity (PTI). Similarly, insect eggs trigger defenses that impede egg development or attract predators, but information on the nature of egg-associated elicitors is scarce. We performed an unbiased bioactivity-guided fractionation of eggs of the butterfly *Pieris brassicae*. Nuclear magnetic resonance (NMR) spectroscopy and mass spectrometry of active fractions led to the identification of phosphatidylcholines (PCs). PCs are released from insect eggs, and they induce salicylic acid and H_2_O_2_ accumulation, defense gene expression and cell death in *Arabidopsis*, all of which constitute a hallmark of PTI. Active PCs contain primarily C16 to C18-fatty acyl chains with various levels of desaturation, suggesting a relatively broad ligand specificity of cell-surface receptor(s). The finding of PCs as egg-associated molecular patterns (EAMPs) illustrates the acute ability of plants to detect conserved immunogenic patterns from their enemies, even from seemingly passive structures such as eggs.

## Introduction

In nature, plants are frequently confronted with microbial pathogens or herbivores, and thus have evolved an efficient immune response that mainly relies on initial detection of the attacker, followed by production of defense proteins and toxic metabolites (Jones and Dangl, 2006; Schuman and Baldwin, 2016). What plants perceive is the presence of conserved microbe-associated molecular patterns (MAMPs) and activate pattern-triggered immunity (PTI) (Ranf, 2017). In bacteria, flagellin, peptidoglycan or medium-chain 3-hydroxy-fatty acids constitute well-studied sources of MAMPs that are sensed by specific plant cell-surface receptor-like kinases; the same is true for chitin, a structural component of fungal cell walls (Boutrot and Zipfel, 2017; Ranf, 2017; Kutschera et al., 2019).

Similarly, oral secretions (OS) from feeding insect larvae contain herbivore-associated molecular patterns (HAMPs) that trigger defense responses (Wu and Baldwin, 2010; Erb and Reymond, 2019). Despite the finding that OS from different insect species activate plant defenses, only a few HAMPs have been characterized chemically (Stahl et al., 2018). Volicitin, for example, is a fatty acid-amino acid conjugate from several chewing herbivores OS and triggers the release of plant volatile organic compounds that attract parasitic wasps (Alborn et al., 1997). Inceptin is a proteolytic fragment of a plant chloroplast ATPase found in *Spodoptera frugiperda* OS and induces the production of volatiles and defense compounds (Schmelz et al., 2006). However, contrary to MAMPs, receptors for HAMPs have not yet been described.

Although a seemingly harmless developmental stage of herbivores, insect eggs trigger efficient plant defenses that include necrosis, callus formation, accumulation of ovicidal compounds and release of volatiles to attract egg predators (Reymond, 2013; Hilker and Fatouros, 2015). The large white butterfly *Pieris brassicae* deposits batches of 20–30 eggs onto *Arabidopsis* leaves, causing a large transcriptional reprogramming that is drastically distinct from the expression profile triggered by larval feeding (Little et al., 2007). Also, *P. brassicae* eggs induce localized cell death, accumulation of reactive oxygen species (ROS) and salicylic acid (SA), and expression of PTI-related genes, suggesting that egg-associated molecular patterns (EAMPs) activate a response that is similar to the response induced by microbial pathogens (Little et al., 2007; Bruessow et al., 2010; Gouhier-Darimont et al., 2013). Studies with other Brassicaceae reported localized necrosis, SA accumulation and defense gene expression upon *P. brassicae* oviposition or egg extract (EE) treatment (Bruessow and Reymond, 2007; Fatouros et al., 2008; Fatouros et al., 2014; Bonnet et al., 2017; Griese et al., 2017). In *Brassica nigra*, variation in the intensity of localized cell death was negatively correlated with egg survival (Fatouros et al., 2014; Griese et al., 2017). In addition, *Arabidopsis* displays variation in the strength of egg-induced necrosis between accessions, but whether this is sufficient to reduce egg survival needs to be evaluated (Reymond, 2013).

So far, only a few EAMPs have been identified and they were found in secretions associated with eggs or in adults. Bruchins are C22-C24 long-chain α,γ-diols esterified at one or both ends with 3-hydroxypropanoic acid. They are present in bodies of cowpea weevil and induce cell division in pea pods, creating a neoplastic tissue that presumably impedes larval entry (Doss et al., 2000). Accessory reproductive gland (ARG) secretions covering eggs of *P. brassicae* trigger arrest of the parasitoid wasp *Trichogramma brassicae* on *Brassica oleracea* and *Arabidopsis* by modifying leaf surface chemistry (Fatouros et al., 2008; Blenn et al., 2012). This indirect defense response is activated by benzyl cyanide and indole, both male-derived anti-aphrodisiacs found in ARG secretions of *P. brassicae* and *P. rapae*, respectively (Fatouros et al., 2008; Fatouros et al., 2009). Proteins or peptides in oviduct secretions from the pine sawfly *Diprion pini* and the elm leaf beetle *Xanthogaleruca luteola* are responsible for oviposition-induced volatile emission in pine needle and elm leaves, respectively, but their sequence needs to be characterized (Meiners and Hilker, 2000; Hilker et al., 2005).

Currently, the nature of EAMPs that induce immune responses in *Arabidopsis* is unknown. We previously reported that a crude *P. brassicae* EE (soluble fraction from crushed eggs) induced similar responses as oviposition, including ROS and SA accumulation, cell death and defense gene induction (Little et al., 2007; Bruessow et al., 2010; Gouhier-Darimont et al., 2013). The eggshell was not active implying that gene-induction activity is not associated with covering secretions but is contained in the egg (Bruessow et al., 2010). Here, we show that phosphatidylcholines (PCs) from *P. brassicae* eggs trigger SA accumulation and immune responses. We postulate that PCs represent *bona fide* EAMPs and that plants have evolved receptors to perceive an early stage of insect attack.

## Results

### Purification of *P. brassicae* eggs

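For the comparison of oviposition with EE treatment, RNA from 3 biologically independent experiments gave 9 libraries, 3 from untreated control plants, 3 from plants carrying *P. brassicae* eggs and 3 from plants treated with EE. For oviposition, 4 plants with 1 egg batch on 2 leaves were used, and the eggs were removed just before hatching. For EE treatment, 2 drops of 2 µL of EE were spotted under each of 2 leaves on 4 plants. Leaves were harvested after 5 days, and stranded mRNA libraries were sequenced on an Illumina HiSeq instrument in 2 rounds. The authors mapped the reads to the TAIR10 release with STAR, normalized the counts with the trimmed mean of M-values method and per library size, and deposited log2 normalized counts (CPM) for each library. The deposited values cover 17605 genes. The paper's text names neither the program that counted reads on genes nor the filter behind this set of genes. All libraries share a median of 4.19 in the deposited values, so these also include a scaling step between libraries that the text does not name.

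Whole reads could be recovered from the values. Each of the 158445 values lay within 0.01 reads of a whole number, given 0.5 added reads and a library size and scale factor fitted per library. Between 37348236 and 47057692 reads per library were recovered, with a median of 42353863 for control, 44948737 for oviposition and 43346876 for EE. A log2 value of 0, or 1 CPM, corresponded to between 29.4 and 51.4 reads. Across genes, values of libraries from the same group had correlations between 0.832 and 0.973. Their differences were larger than counting noise, since the smallest chi-square per degree of freedom between libraries of a group was 95.1.

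Log2 fold changes are differences between means of 3 libraries. They were tested with limma in a model of all 9 libraries, with p-values adjusted by the Benjamini-Hochberg method over all genes of a comparison and a threshold of 0.05. An exact two-sided permutation test of 3 libraries against 3 cannot give a p below 0.1. Whether libraries with the same replicate number deviated together from their group means was checked. The correlation of these deviations across genes was 0.335, 0.775 and 0.318 between control and EE for replicates 1, 2 and 3, and 0.553, 0.764 and 0.526 between oviposition and EE. Between control and oviposition it was 0.0226, 0.674 and -0.157. Replicate 2 stood out in each pair of groups, and between oviposition and EE each library correlated most with the one of its own number. Control replicates 1 and 3 correlated more with libraries of another number, with 0.349 for control replicate 1 and EE replicate 3, 0.432 for control replicate 3 and EE replicate 1, and 0.435 and 0.608 for control replicates 1 and 3 with oviposition replicates 3 and 1. For EE, where each correlation within a number was above 0.1, values from a model with the replicate number as a block are therefore given where they change a call, or a count by more than 1.5 times.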

In order to find marker genes that we could robustly use to identify defense-inducing compounds in eggs, we performed an RNA sequencing experiment using *Arabidopsis* plants on which eggs were naturally oviposited by *P. brassicae* butterflies and compared it with plants treated with EE. 

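Oviposition raised 263 genes and lowered 1 relative to untreated plants, and EE raised 481 genes and lowered 51. At an unadjusted p under 0.05 the comparisons gave 1353 and 2355 genes. In 1626 genes (9.24%) all 3 oviposition libraries lay on one side of all 3 controls, and in 3315 (18.8%) all 3 EE libraries did. Chance gives 10% if libraries share no deviations. The replicate 2 libraries deviated together, so 10% is not a firm reference for these shares. The number lowered by oviposition was 15 without control replicate 2, and with limma none was left without control replicate 1 or any 1 oviposition library. With the replicate number as a block, oviposition raised 376 genes and lowered 11, and EE raised 626 and lowered 149. The number of genes changed by oviposition was 54 when only the control and oviposition libraries were modelled, the planned setting that moved it most. It was 114 without oviposition replicate 2, 137 without oviposition replicate 3, 172 without EE replicate 1 and 167 without EE replicate 3. The number changed by EE was 210, 311 and 225 without EE replicates 1, 2 and 3. The number lowered by EE moved by more than 1.5 times without each library. It was 20, 179 and 23 without control replicates 1, 2 and 3, 28, 31 and 30 without oviposition replicates 1, 2 and 3, and 10, 12 and 4 without EE replicates 1, 2 and 3.

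The largest rise after oviposition was that of AT2G44240 on chromosome 2 (18289824 to 18292345), with a log2 fold change of 9.07 (standard error 0.894, adjusted p = 0.00272, limma). Its control libraries held 1 read together against 1302 after oviposition, a ratio of 1270 between normalized counts (95% counting interval 228 to 50300). With 1 CPM added before the logarithm its change was 3.38, below *PR1* (6.27) and *TI* (5.38), and after quantile normalization 6.89, below *TI* (7.04). With precision weights from the mean-variance trend its adjusted p was 0.0816. *ALPHA-DOX1* (AT3G01420), *TI* (AT1G73260), *DIN2* (AT3G60140) and *ATOSM34* (AT4G11650) followed with 8.68, 7.98, 7.95 and 7.60 (adjusted p = 0.0201, 0.00681, 0.0171 and 0.0186). The adjusted p of *ALPHA-DOX1* was 0.0701 without control replicate 1 and 0.0940 without oviposition replicate 3, and 0.822 with precision weights, 0.112 when only the 2 groups compared were modelled, 0.0756 after quantile normalization and 0.177 with 1 CPM added. For *DIN2* these settings gave 0.689, 0.0975, 0.0597 and 0.184, in the same order, and it was 0.0618, 0.0533 and 0.0766 without control replicates 1 and 3 and oviposition replicate 3. For *ATOSM34* it was 0.0582, 0.0860 and 0.0902 without control replicate 3 and oviposition replicates 2 and 3, 0.271 with precision weights and 0.106 when only the 2 groups were modelled. The lowered gene was AT1G31690 with -2.73 (adjusted p = 0.0192), which passed the threshold neither without control replicate 1 or 3 (0.0669 and 0.0538) nor without oviposition replicate 1, 2 or 3 (0.0667, 0.0537 and 0.0836), nor with precision weights (0.0520) or only the 2 groups (0.0665).

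After EE, *ATOSM34* on chromosome 4 (7024856 to 7026146) rose most, by 12.14 (standard error 1.22, adjusted p = 0.00138). *ALPHA-DOX1*, *PDF1.2b* (AT2G26020), *DIN2* and *PDF1.2c* (AT5G44430) rose by 12.09, 11.48, 11.46 and 11.29 (adjusted p = 0.00255, 0.00147, 0.0017 and 0.000589). With 1 CPM added *ATOSM34* rose by 7.89, less than *PDF1.2c* (8.81), *PR1* (8.07) and *TI* (8.01). With precision weights the adjusted p of *ALPHA-DOX1* was 0.290 and that of *DIN2* 0.186. How reads were divided among *PDF1.2* and its copies *PDF1.2b* and *PDF1.2c* is not known. The largest falls were those of *E13L3* (AT5G08000), AT1G31690 and *AtGRF4* (AT3G52910), with -3.10, -2.97 and -2.79 (adjusted p = 0.0189, 0.00834 and 0.0157). *E13L3* had an adjusted p of 0.0574 and 0.0573 without control replicates 1 and 3, and of 0.0904, 0.0529 and 0.0602 without EE replicates 1, 2 and 3. *AtGRF4* had 0.0523 without EE replicate 3.

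Of the genes raised by oviposition, 232 (88.2%) were also raised by EE. Of the other 31, 30 had a higher mean after EE than in controls, and all 249 genes raised by EE alone had a higher mean after oviposition. The number raised by both was lowest, at 49, when only the 2 groups of each comparison were modelled. It was 105 and 125 without oviposition replicates 2 and 3, and 125 and 137 without EE replicates 1 and 3. Across all genes, which are not independent replicates, the log2 fold changes of both treatments had a Pearson r of 0.870 and a Spearman rho of 0.699. Calculated within replicates 1, 2 and 3, r was 0.749, 0.841 and 0.898. When different control libraries were used for each treatment, in 6 ways, r fell to between 0.222 and 0.604, with a mean of 0.440. Spearman rho then lay between -0.20 and 0.36, so the agreement of ranks did not keep its sign.

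Since both ratios share the control libraries, groups without a treatment effect also give a correlation. In 100 simulated data sets, the deviations of the 9 libraries from their group means were placed in random order and sign. The mean r was 0.509, and 16 sets had an r of at least 0.870. A Spearman rho of at least 0.699 occurred in 35 sets. In 18 sets the mean r with different controls was at least 0.440. Genes raised by both occurred in 1 set, with 239 genes. In 100 sets with independent noise per gene, the highest r was 0.530 and 0 genes were raised by both. The random order can place libraries of 1 replicate number in 1 group. In 100 further sets, chosen after seeing the data, the deviations therefore changed groups only within their replicate number. The mean r was 0.450, 10 sets had an r of at least 0.870, 3 had a mean r with different controls of at least 0.440, and with limma 0 genes were raised by both. In 39 of these sets Spearman rho was at least 0.699, so that value does not stand out from sets without a treatment effect.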

After 5 days, hundreds of genes were significantly upregulated by each treatment and their induction was highly similar between treatments (Figure 1—figure supplement 1, Supplementary file 1). This conserved transcriptomic signature strongly supports our previous observations that oviposition and EE treatment trigger comparable responses in *Arabidopsis*. 

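The difference between EE and oviposition was tested directly in the same limma model, and 3 of 17605 genes passed the threshold. At an unadjusted p under 0.05 there were 502. In 1821 genes (10.3%) all 3 EE libraries lay on one side of all 3 oviposition libraries. Chance gives 10% only if libraries share no deviations, unlike the replicate 2 libraries. *AACT1* (AT5G61160, chromosome 5, 24608724 to 24610304) was higher after EE by 5.80 on the log2 scale (standard error 0.462, adjusted p = 0.0104). *GH3.2* (AT4G37390, chromosome 4, 17579657 to 17582022) was higher by 3.06 (standard error 0.331, adjusted p = 0.0438). AT4G16240 (chromosome 4, 9192336 to 9192568) had a difference of -3.36 (standard error 0.331, adjusted p = 0.0313). With the replicate number as a block 1 gene remained past the threshold, *AACT1*, and the other two had adjusted p-values of 0.0922 and 0.0809. Adding 1 CPM before the logarithm gave 36 genes, 29 of them higher after EE, and quantile normalization gave 14, of which 11 were higher. Weights per library, a setting chosen after seeing the data, gave 52, of which 30 were higher. The count was 0 without oviposition replicate 1, 2 or 3 or EE replicate 1, and 1 without control replicate 3 or EE replicate 2 or 3.

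Among the 232 genes raised by both treatments, the median difference of EE minus oviposition was 0.46, with quartiles of 0.03 and 1.25. In 155 of them it was smaller than 1, or 2-fold, in either direction. All 3 EE libraries were above all 3 oviposition libraries in 68 of these genes and below them in 7. Chance gives 10% in all, if libraries share no deviations.

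**Figure D1:**
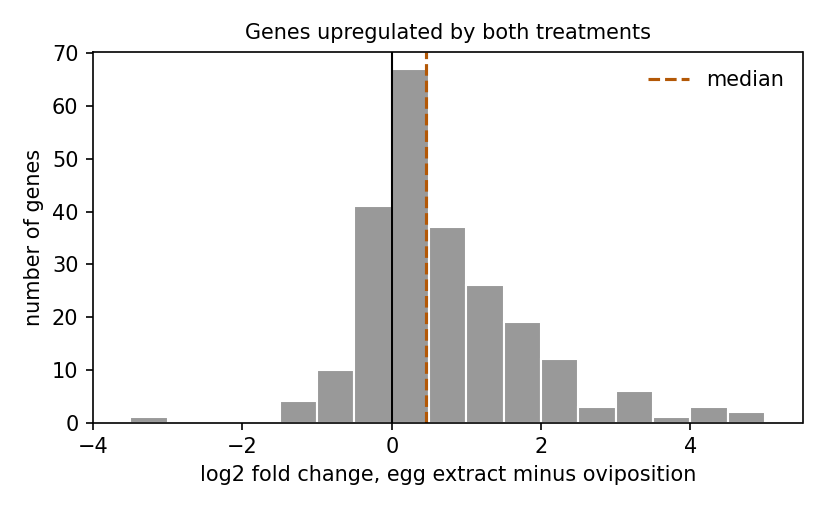
Number of genes against the difference in log2 fold change, EE minus oviposition, for the 232 genes raised by both treatments. The dashed line marks the median of 0.46, and 155 genes lie between -1 and 1.

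Lists of genes were tested with the rotation test fry of limma, adjusted over 9 lists and 3 comparisons, and 10 of these 27 tests passed the threshold. The 10 include both tests of the paper's markers against control, genes that the paper selected for their rise. Of these markers, *PR1* is also in the salicylic acid list and *SAG13* in the senescence list. Tests of these 2 lists against control are therefore not wholly independent of that choice. After oviposition, the median log2 fold change of the salicylic acid list was 0.63 (adjusted p = 0.0111), and 14 of 20 genes were higher. For pattern-triggered immunity (PTI) it was 0.62 (adjusted p = 0.0119), with 15 of 20 genes higher, and for senescence 1.78 (adjusted p = 0.00252), with 11 of 11 genes higher. After EE, the medians were 0.57 (adjusted p = 0.00916, 14 of 20 genes), 1.51 (adjusted p = 0.00133, 19 of 20 genes) and 2.54 (adjusted p = 0.00133, 11 of 11 genes). Adjusted over all genes, 4, 4 and 2 genes of these lists were raised by oviposition and 5, 8 and 3 by EE. Adjusted over the list alone, 7, 7 and 7 were raised by oviposition and 8, 10 and 6 by EE. The member with the largest change in the PTI list was *NHL10* (AT2G35980), which rose by 8.53 after EE (adjusted p = 0.000851). Left out singly, some libraries moved these medians by more than 1.5 times. The salicylic acid list had 0.37 after oviposition without control replicate 2, and 0.26 and 0.30 after EE without control replicate 2 and EE replicate 1, and the PTI list had 1.00 after oviposition without control replicate 3. Without oviposition replicate 1, the salicylic acid and PTI lists had adjusted p-values of 0.0668 and 0.0702 after oviposition.

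The jasmonate list had a median of 0.37 after oviposition (adjusted p = 0.779), and 1.54 without control replicate 3 (adjusted p = 0.0516), 0.19 without control replicate 1, and 0.66 and 0.18 without oviposition replicates 1 and 3. After EE its median was -0.18, while its mean was 0.61 and the test pointed upward (adjusted p = 0.828), and after quantile normalization the median was 0.01. The sign of these medians rested on single libraries, being -0.31 after oviposition without control replicate 2, and 0.81, 0.15 and 0.04 after EE without control replicate 3 and EE replicates 2 and 3, beside -0.87 after EE without control replicate 2. The photosynthesis list had medians of -0.32 and -0.88 (adjusted p = 0.828 and 0.579), the former being -1.05 and 0.48 without control replicates 2 and 3, and -0.89 and 0.37 without oviposition replicates 1 and 2. The latter was -1.54, -0.17 and -0.27 without control replicates 2 and 3 and EE replicate 2, and camera gave it an adjusted p of 0.0186. Of the 19 photosynthesis genes, 1 was higher after oviposition and 0 after EE. After quantile normalization the medians of this list were -0.18 and -0.37, and -0.16 for EE against oviposition (-0.53 in the deposited values). The reference gene list had medians of 0.14 and 0.08 (adjusted p = 0.308 and 0.537). The former was 0.05, 0.06 and 0.31 without control replicates 1, 2 and 3 and 0.07 without oviposition replicate 1, and the latter -0.002275 and 0.26 without control replicates 2 and 3 and 0.14 and 0.03 without EE replicates 2 and 3. With the scale step undone, a setting chosen after seeing the data, the reference gene list had an adjusted p of 0.044 in both. After quantile normalization its medians were 0.15 and 0.24 (adjusted p = 0.154 and 0.0601 with fry). The circadian clock list had medians of 0.03 (adjusted p = 0.827; -0.03 after quantile normalization) and -0.01 (adjusted p = 0.892; mean 0.04, and median 0.05 with the scale step undone), which ranged from -0.15 to 0.24 and from -0.12 to 0.12 with 1 library left out. In the direct comparison of EE with oviposition no list passed the threshold with fry, 2 lists had an unadjusted p under 0.05, and camera called 4. The PTI list came closest, with a median of 0.57 (adjusted p = 0.0676) and 19 of 20 genes higher after EE. Its adjusted p was 0.00287 with the replicate number as a block, 0.0257 after quantile normalization, 0.0208 with 1 CPM added, 0.0453 with the scale step undone, 3.13e-10 with camera, and 0.0411, 0.0427 and 0.0479 without control replicates 1 and 2 and EE replicate 2. It was 0.0511 without control replicate 3, 0.0908, 0.200 and 0.153 without oviposition replicates 1, 2 and 3, and 0.211 and 0.198 without EE replicates 1 and 3. The median was 0.99 without oviposition replicate 1, and 0.33 and 0.92 without EE replicates 1 and 2. The other medians were -0.06 for salicylic acid with the test pointing upward (adjusted p = 0.892; -0.14 to 0.10 with 1 library left out), 0.29 for senescence (0.476; 0.0467 with camera; medians of 0.18 and 0.65 without EE replicates 1 and 2), -0.56 for jasmonate (0.828; -0.27 without EE replicate 2), -0.53 for photosynthesis (0.827; 0.0467 with camera; 0.0035 and -1.12 without oviposition replicates 1 and 2, and -0.82 and -0.07 without EE replicates 1 and 2), -0.12 for the clock (0.827; -0.32 to 0.11) and -0.05 for the reference genes (0.827; -0.14 to -0.02), the last being 0.01 with the scale step undone. With camera, which presets a correlation, 15 tests passed the threshold, and the 10 called with fry were among them. Whether the preset caused the higher number was not tested.

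The paper reasons from a conserved transcriptomic signature of both treatments, and takes it as strong support for its earlier observations.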

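*PR1* (AT2G14610) lies on the minus strand of chromosome 2 from 6241704 to 6242463. Its log2 normalized counts were 0.83 ± 1.33 (SD, n = 3) in control, 7.84 ± 1.11 (SD, n = 3) in oviposition and 9.64 ± 0.32 (SD, n = 3) in EE libraries. The log2 fold change was 7.00 after oviposition (standard error 0.702, adjusted p = 0.00295, limma) and 8.80 after EE (standard error 0.702, adjusted p = 0.000484). *SAG13* (AT2G29350), on the plus strand of the same chromosome from 12600914 to 12602556, had values of 0.28 ± 1.99, 6.36 ± 0.94 and 7.60 ± 0.09 (SD, n = 3 each). It changed by 6.08 (standard error 0.870, adjusted p = 0.0114) and 7.32 (standard error 0.870, adjusted p = 0.00261). *TI* (AT1G73260, listed in the files as *ATKTI1*), on the minus strand of chromosome 1 from 27547274 to 27548190, had values of -2.23 ± 1.95, 5.75 ± 1.47 and 8.42 ± 0.84 (SD, n = 3 each). Its change was 7.98 (standard error 1.01, adjusted p = 0.00681) and 10.65 (standard error 1.01, adjusted p = 0.00104).

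For each marker, all treated libraries lay above all controls (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Ranked by log2 fold change over all genes, *TI*, *PR1* and *SAG13* were at places 3, 10 and 31 after oviposition and 7, 21 and 49 after EE. The call of *SAG13* after oviposition was lost without oviposition replicates 2 and 3 (adjusted p = 0.0544 and 0.0556), and when only the 2 groups compared were modelled (0.0737). That of *TI* after oviposition was lost with precision weights from the mean-variance trend (0.119).

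Each marker was higher in all 3 EE libraries than in all 3 oviposition libraries (exact two-sided permutation test, p = 0.1). The log2 difference between EE and oviposition was 1.80 for *PR1*, 1.24 for *SAG13* and 2.67 for *TI*, each with an adjusted p of 0.999 over all genes. Without oviposition replicate 1 that of *SAG13* was 0.73. The unadjusted limma p-values of these differences were 0.0308 for *PR1*, 0.19 for *SAG13* and 0.0277 for *TI*. Adjusted over the list of 3 alone, 2 of the markers passed the threshold. The paper selected the 3 markers from highly upregulated genes, so tests of their rise over control are not independent of that choice. Tested together with fry, the 3 markers had an adjusted p of 0.00075 after oviposition, 0.000385 after EE and 0.0832 for the difference. The last was 0.0226 and 0.0249 without control replicates 2 and 3, 0.0327 after quantile normalization, 0.0142 with 1 CPM added, 0.00059 with camera, and 0.184 with the replicate number as a block.

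**Figure D2:**
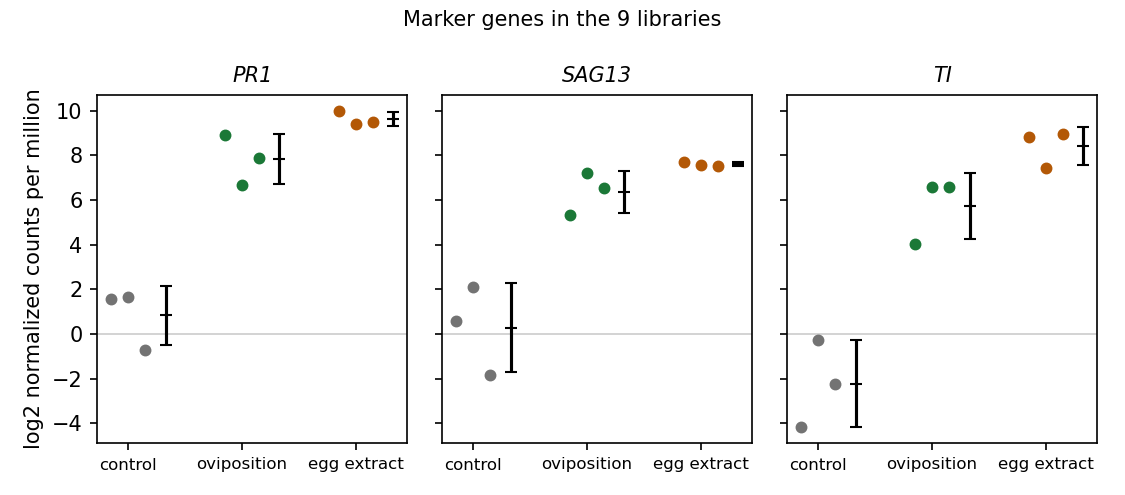
Log2 normalized counts (CPM) of *PR1*, *SAG13* and *TI* in each of the 9 libraries, with the mean and SD of 3 libraries beside the points. In each panel the 3 EE libraries lie above the 3 oviposition libraries, and these above the 3 controls.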

Amongst the most highly upregulated genes, we selected *PATHOGENESIS-RELATED PROTEIN1* (*PR1*, At2g14610), *SENESCENCE-ASSOCIATED GENE 13* (*SAG13*, At2g29350), and *KUNITZ INHIBITOR PROTEIN 1* (*TI*, At1g73260), which were equally induced by oviposition and EE treatment (Figure 1—figure supplement 1, Supplementary file 1) and which were initially found to be strongly responsive to *P. brassicae* oviposition and to treatment by EE from different insect species (Bruessow et al., 2010). Furthermore, *PR1* is a known marker gene of the SA pathway (van Loon et al., 2006), whereas *SAG13* and *TI* have been shown to be involved in the regulation of cell death and defense (Brodersen et al., 2002; Li et al., 2008; Dhar et al., 2020).

Preliminary tests indicated that egg-derived defense eliciting compounds are of lipidic nature (Bruessow et al., 2010; Gouhier-Darimont et al., 2013). To confirm this observation, we used Cleanascite solid-phase aqueous reagent to selectively adsorb lipids from EE. Application of the lipid-containing phase to PR1::GUS, SAG13::GUS, and TI::GUS *Arabidopsis* reporter lines triggered strong and localized GUS staining, similar to EE treatment. In contrast, the supernatant containing proteins and other non-lipidic molecules was not active, indicating that defense gene-inducing molecules were restricted to the lipid phase (Figure 1A). Then, we collected approximately 100'000 *P. brassicae* eggs and extracted 1.1 g of total lipids with CHCl_3_/EtOH (1:1, v/v). The lipid fraction (LF) was separated onto a solid-phase extraction (SPE) C18-cartridge by elution with increasing concentration of MeOH followed by a final wash with ethyl acetate. Each fraction was tested for its ability to induce *PR1* expression by qPCR and compared to the defense-inducing capability of LF. Most of the inducing activity was found in the fraction that eluted with 100% MeOH (Fr. 4, Figure 1B). Fr. four was further separated by reverse-phase semi-preparative HPLC with evaporative light scattering detector (ELSD) and 17 subfractions (Fr. 4.1 to Fr. 4.17) that corresponded to peaks eluting during the isocratic phase of the gradient (see Materials and methods) were collected and tested for activity. Subfractions Fr. 4.10 to 4.17 induced *PR1* expression, Fr. 4.14, Fr. 4.15, and Fr. 4.16 being the most active ones (Figure 1C).

**Figure 1.**
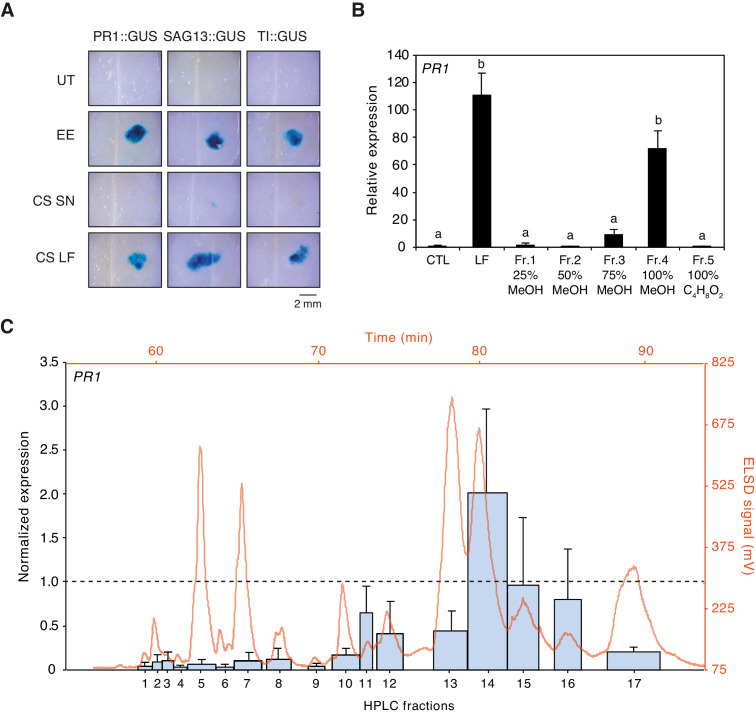
Purification of plant-defense eliciting *P. brassicae* egg lipids. (**A**) Expression of defense genes *PR1*, *SAG13*, and *TI* in response to purified *P. brassicae* egg lipids. Purification of egg lipids was conducted using Cleanascite. GUS reporter lines were treated with the lipid-free supernatant (CS SN) or the lipid fraction (CS LF). Untreated and egg extract (EE)-treated plants served as controls. The experiment was repeated three times with similar results and representative pictures from one experiment are shown. (**B**) Relative *PR1* expression upon treatment with purified *P. brassicae* egg lipids (LF) and with fractions from LF separated by solid-phase extraction (SPE). LF and SPE fractions were applied at 5 µg/µL solved in 1% DMSO and plants treated with 1% DMSO served as controls. Transcript levels represent means ± SE of three independent experiments. Different letters indicate significant differences between treatments (ANOVA followed by Tukey’s honest significant difference test, p<0.05). (**C**) *PR1* expression upon treatment with fractions obtained from semi-preparative HPLC-fractionation of SPE Fr. four detected in ELSD (mV). Subfractions Fr. 4.1 to Fr. 4.17 were applied at 5 µg/µL solubilized in 1% DMSO. *PR1* expression was normalized to the expression value obtained upon treatment with SPE Fr. four (indicated by the dashed line). Transcript levels represent means ± SE of two to five independent experiments. HPLC chromatogram used for fraction collection is indicated in orange. Figure 1—source data 1.Source data for Figure 1B and C.

**Figure 1—figure supplement 1.**
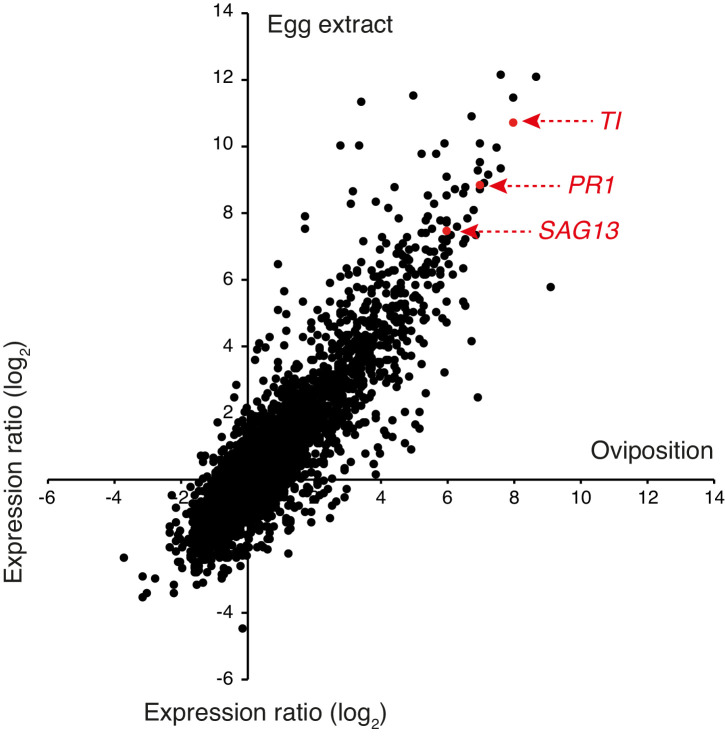
RNAseq analysis of *Arabidopsis* leaves after oviposition or egg extract (EE) treatment. Plants were naturally oviposited by *P. brassicae* butterflies and leaves containing one egg batch (ca. 20–30 eggs) were harvested after 5 days. For EE treatment, leaves were treated with 2 × 2 μL of EE (corresponding to ca. 30 eggs) and harvested after 5 days. Expression ratios calculated from experiments comparing oviposited and control plants (three biologically independent replicates) are plotted against expression ratios between EE-treated and control plants (three biologically independent replicates). Marker genes used in this study are indicated in red. *PR1*, *PATHOGENESIS-RELAZED PROTEIN 1* (At2g14610); *SAG13*, SENESCENCE-ASSOCIATED GENE 13 (At2g29350); *TI*, *KUNITZ TRYPSIN INHIBITOR 1* (At1g73260). Figure 1—figure supplement 1—source data 1.Source data for Figure 1—figure supplement 1.

**Figure 1—figure supplement 2.**
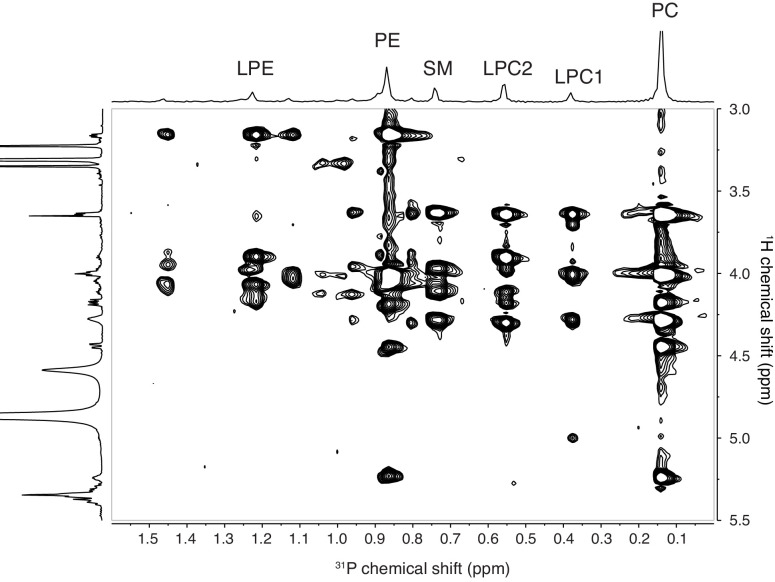
Two-dimensional ^1^H−^31^P TOCSY NMR experiment of SPE Fr. four in CD_3_OD. Assignment of the main classes of phospholipids is reported as follow: PC for phosphatidylcholine, LPC1 and LPC2 for lysophosphatidylcholine, SM for sphingomyelin, PE for phosphatidylethanolamine, and LPE for lysophosphatidylethanolamine.

### Identification of active PCs

To obtain information about the chemical composition of active fractions, we used one-dimensional (1D) and two-dimensional (2D) ^1^H and ^31^P nuclear magnetic resonance (NMR) spectroscopy. The ^1^H NMR spectrum of Fr. four displayed typical profile of phosphatidylcholine (PC) derivatives with signals from the glycerol part at δ_H_ 5.24, 4.44, 4.18, 4.00, and from the choline part at δ_H_ 4.28, 3.65, 3.23. The ^31^P NMR spectrum confirmed the presence of phosphorylated compounds and indicated that it contained different classes of phospholipids (Figure 1—figure supplement 2). To identify them, a 2D ^1^H−^31^P heteronuclear total correlation spectroscopy (TOCSY) experiment was performed (Balsgart et al., 2016). Then, ^31^P signals (each corresponding to a class of phospholipid) from each subfraction was integrated and the concentration was calculated using a solution of 48.5 mM of triphenyl phosphate as external standard. The active subfractions Fr. 4.10–4.17 contained mainly phosphatidylcholines (PCs), with low amounts of sphingomyelin (SM) and phosphatidylethanolamines (PEs) (Figure 2A). To confirm these findings, a shotgun lipidomics analysis of *P. brassicae* EE by direct infusion mass spectrometry (DIMS) (Surma et al., 2015) indicated that PCs are the most abundant lipid species (46%), followed by PEs (23%), triacylglycerides (14%), diacylglycerides (7%), and other lipids at lower concentrations (Figure 2B). PC species contained mainly C16 to C18 fatty acyl chains with different combinations and levels of desaturation (Figure 2C). For clarity, we employ the following PC nomenclature: when known, the length and level of desaturation of each of the two fatty acyl chain is indicated (e.g., PC(18:1/18:1)); otherwise, only the total number of carbons and double bonds is mentioned (e.g., PC36:2); in addition, sn-1 or sn-2 position of different acyl chains is not indicated.

**Figure 2.**
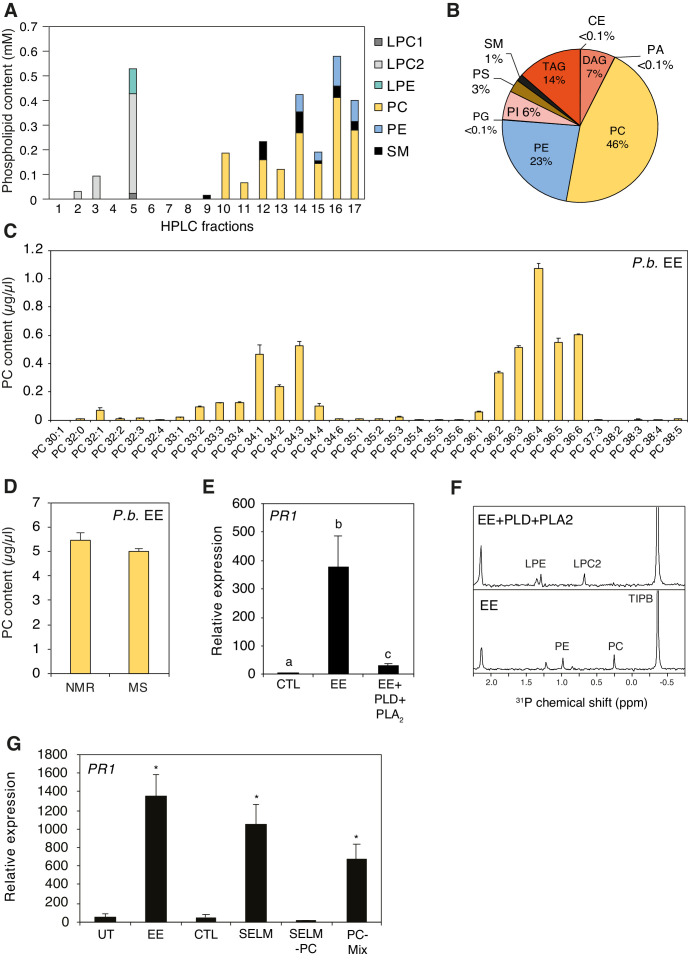
Identification of phospholipids as plant-defense eliciting compounds in *P. brassicae* eggs. (**A**) Phospholipid composition of HPLC fractions was obtained by 1D ^31^P NMR. (**B**) Lipid composition of *P. brassicae* EE measured by MS shotgun lipidomic analysis. Values are given as percentage of the total lipid mass and display means of three different EE preparations. (**C**) Absolute levels of phosphatidylcholines (PCs) in *P. brassicae* EE measured by MS shotgun lipidomic analysis. Different PC species are reported according to their molecular composition with the total number of carbon atoms and the sum of double bonds in fatty acyl chains. PC levels represent the means ± SE of three different EE preparations. (**D**) Absolute quantification of total PC content in *P. brassicae* EE measured by 1D ^31^P NMR and MS shotgun lipidomic analysis. Total PC levels represent means ± SE of three different EE preparations. (**E**) Relative *PR1* expression upon treatment with EE and EE digested with phospholipase D (PLD) and phospholipase A_2_ (PLA_2_). Untreated plants served as controls (CTL). Transcript levels represent means ± SE of three independent experiments. Different letters indicate significant differences between treatments (ANOVA followed by Tukey’s honest significant test, p<0.05). (**F**) 1D ^31^P NMR spectra of EE + TIPB (bottom) and EE + PLD + PLA_2_ + TIBP (top). TIBP is used as an internal standard. (**G**) Relative *PR1* expression upon treatment with EE, a synthetic egg lipid mix (SELM), a synthetic egg lipid mix without PCs (SELM-PC), and a PC-Mix. The SELM was composed of 5 µg/µL PC-Mix, 2.5 µg/µL PE-Mix, 1.75 µg/µL TAG(18:1/18:1/18:1), 1 µg/µLDAG(16:0/18:1), 1 µg/µL LPC-Mix, 0.2 µg/µL LPE-Mix and 0.1 µg/µL PA-Mix. The compounds were solubilized in 1% DMSO, 0.5% Glycerol and 0.1% Tween. Plants treated with 1% DMSO, 0.5% Glycerol and 0.1% Tween (CTL) and untreated plants (UT) served as controls. Transcript levels represent means ± SE of three independent experiments. Asterisks denote statistically significant differences between control and treated plants (Welch's *t*-test, *p<0.05). CE, cholesterol ester; DAG, diacylglycerol; LPC1 and LPC2, lysophosphatidylcholine; LPE, lysophosphatidylethanolamine; PA, phosphatidic acid; PC, phosphatidylcholine; PE, phosphatidylethanolamine; PG, phosphatidylglycerol; PI, phosphatidylinositol; PS, phosphatidylserine; SM, sphingomyelin; TAG, triacylglycerol. Figure 2—source data 1.Source data for Figure 2A–G.

**Figure 2—figure supplement 1.**
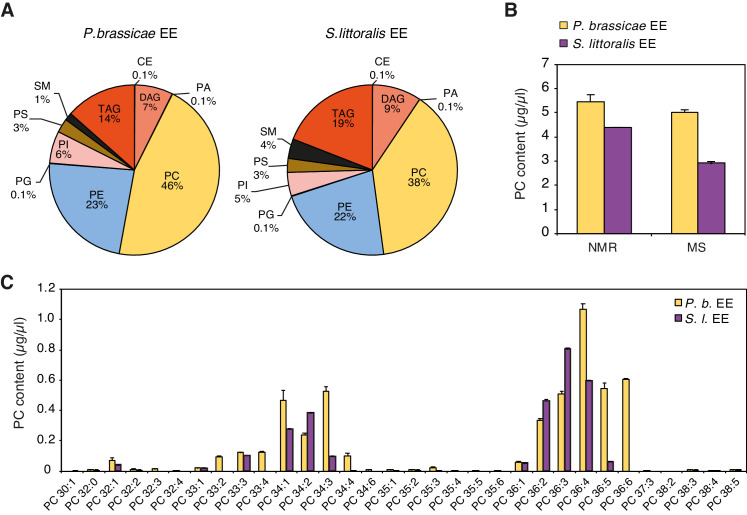
Comparative lipid composition of *P. brassicae* and *S. littoralis* EE. (**A**) Lipid composition of *P. brassicae* and *S. littoralis* EE measured by MS shotgun lipidomic analysis. Values are given as percentage of the total lipid mass and display means of three different EE preparations. CE, cholesterol ester; DAG, diacylglycerol; PA, phosphatidic acid; PC, phosphatidylcholine; PE, phosphatidylethanolamine; PG, phosphatidylglycerol; PI, phosphatidylinositol; PS, phosphatidylserine; SM, sphingomyelin; TAG, triacylglycerol. (**B**) Absolute quantification of total PC content in *P. brassicae* and *S. littoralis* EE by 1D ^31^P NMR and MS shotgun lipidomic analysis. Values represent the means ± SE of three different EE preparations, except for *S. littoralis* where quantification by the NMR-based method which was conducted once. (**C**) Absolute levels of phosphatidylcholines (PCs) in *P. brassicae* and *S. littoralis* EE measured by MS shotgun lipidomic analysis. Different PC species are reported according to their molecular composition with the total number of carbon atoms and the sum of double bonds in the fatty acyl chains. PC levels represent the means ± SE of three different EE preparations. Figure 2—figure supplement 1—source data 1.Source data for Figure 2—figure supplement 1A–C.

**Figure 2—figure supplement 2.**
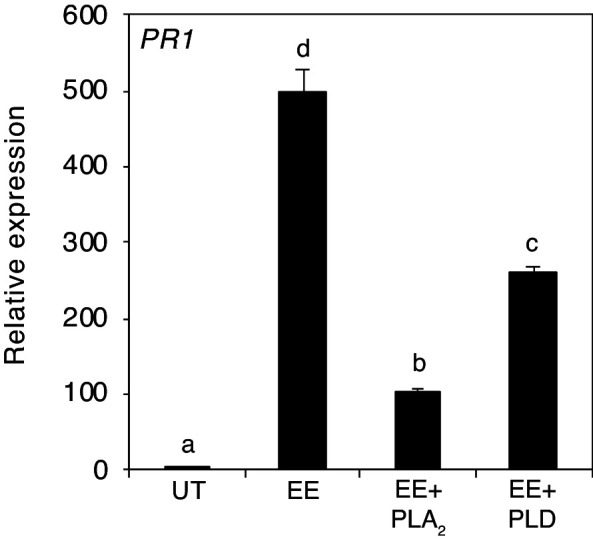
Relative *PR1* expression upon treatment with EE and EE-treated with phospholipase A_2_ (PLA_2_) or phospholipase D (PLD). Transcript levels represent means ± SE of one representative experiment with technical triplicates. The experiment was repeated three times with similar results. Different letters indicate significant differences between treatments (ANOVA followed by Tukey’s honest significant test, p<0.05). Figure 2—figure supplement 2—source data 1.Source data for Figure 2—figure supplement 2.

**Figure 2—figure supplement 3.**
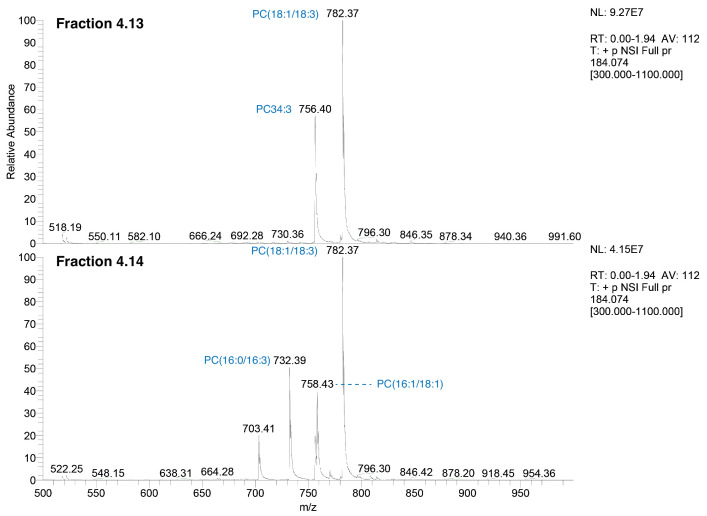
Precursor ion scans for choline-containing lipids in active fractions. HPLC subfractions Fr. 4.13 and Fr. 4.14 were analyzed by mass spectrometry using a precursor ion scan to identify parent ions generating a phosphocholine (detected as a *m/z* 184.074). The parent ions for the precursor ion scan for Fr. 4.13 (upper panel) and Fr. 4.14 (lower panel) are shown.

Total PC quantification in *P. brassicae* EE by 1D ^31^P NMR or by MS shotgun lipidomics yielded a similar concentration of ca. 5 μg/μL (Figure 2D), which corresponds to 0.5 μg of PCs per egg. In addition, a similar lipid content and concentration were found in eggs of the generalist moth *Spodoptera littoralis* (Figure 2—figure supplement 1), which were previously shown to also induce defense responses in *Arabidopsis* (Bruessow et al., 2010).

Results from the purification of *P. brassicae* EE clearly suggested that phospholipids, and presumably PCs, are active compounds in insect eggs. To test this hypothesis, we treated EE with phospholipase D, which preferentially cleaves the choline headgroup of PCs, and phospholipase A2, which cleaves the fatty acid in position sn-2 of phospholipids. A combined treatment with both phospholipases abolished *PR1*-inducing activity of EE, confirming that a phospholipid is crucial for triggering defense gene expression (Figure 2E). In addition, treatment of EE with single phospholipases showed that PLA2 reduced *PR1*-inducing activity of EE to ca. 20% whereas PLD was less effective, probably because of the release of phosphatidic acid (PA) from PCs (see below) (Figure 2—figure supplement 2). Loss of the ^31^P NMR signal for PCs and PEs in PLD/PLA_2_-treated sample indicated that phospholipases efficiently degraded the main lipid classes of EE (Figure 2F). To further evaluate the specific contribution of PCs to the *PR1*-inducing activity of EE, we reconstituted a synthetic egg lipid mix (SELM). We included the major phospholipids identified in EE and active fractions (PC, PE, TAG, DAG, LPC, LPE; Figure 2A,B) and added them at their respective concentration. Given the potential role of PA, we also added PA at the concentration found in EE. SELM application triggered *PR1* expression to a similar extent as EE (Figure 2G). However, when PCs were omitted from the mix (SELM-PC), no *PR1* expression could be detected, strongly suggesting that PCs are responsible for the observed induction. Indeed, treatment with a PC-Mix triggered *PR1* induction, albeit to a lower extent, which could indicate that some additional EE components are needed for a full PC response or that PCs are more potent when diluted in the EE solution (Figure 2G).

### PCs are active molecules in eggs

To obtain further information on the chemical nature of PCs contained in active subfractions, a MS/MS analysis was performed in positive and negative modes and precursor ion scans were analyzed. To identify fatty acyl chains, LiAc was added and loss of specific fatty acids was detected by neutral ion loss analysis. Results indicated the presence of PC(16:0/16:1) (*m/z* 732.39) in Fr. 4.14, PC(18:1/18:3) (*m/z* 782.37) in Fr. 4.13 and Fr. 4.14, PC(16:1/18:1) (*m/z* 758.43) in Fr. 4.14, and PC36:3 (*m/z* 756.40) in Fr. 4.13 (Figure 2—figure supplement 3). The fatty acyl chains of PCs in other active subfractions could not be determined precisely due to a lack of clear fragmentation pattern. Then, to test whether pure PCs can activate defense gene expression, we applied commercially available phospholipids onto PR1::GUS, SAG13::GUS, and TI::GUS *Arabidopsis* lines. All PCs with C16 or C18 fatty acyl chains, including PC(16:1/16:1) found in very small amount in Fr. 4.13, and the abundant PC(18:3/18:3) identified by MS shotgun lipidomics, robustly activated gene expression in the three reporter lines, irrespective of the level of fatty acid desaturation. A mixture of purified PCs from chicken egg yolk was also active. In contrast, a PC with C3 fatty acyl chains, lysoPCs, PEs, lysoPEs, and sphingomyelin (SM) were inactive (Figure 3A). Then, to test which part of the PC molecule is important for activity, we applied different PC constituents to GUS reporter lines. The entire PC(18:1/18:1) molecule was active, as well as PA (which lacks the choline head group), whereas choline, phosphocholine, lysophosphocholine LPC(18:1/18:1) or 18:1 free fatty acid did not cause GUS staining (Figure 3B). We further evaluated the *PR1*-inducing activity of phospholipids found in EE. At the same concentration (1 μg/μL), PC(18:1/18:1) robustly activated *PR1* gene expression whereas LPC(18:1), PE(18:1/18:1), LPE(18:1), DAG(16:0/18:1), and TAG(18:1/18:1/18:1) were inactive. As observed with GUS lines, PA(18:1/18:1) activated *PR1* gene expression as well but to a lower extent than PC(18:1/18:1) (Figure 3—figure supplement 1). Finally, treatment with 10 μg of PC(16:1/16:1), which corresponds to the amount of total PC found in 2 μL of EE used for experiments, triggered *PR1* expression to similar levels as EE treatment. However, lower amounts down to 0.02 μg (13.6 μM) still significantly upregulated *PR1* expression, indicating that PCs are active at low micromolar range (Figure 3C). Overall, these data indicate that PCs containing long- chain fatty acids are active molecules in insect eggs, but that the type of fatty acid desaturation and exact length are not crucial for activity.

**Figure 3.**
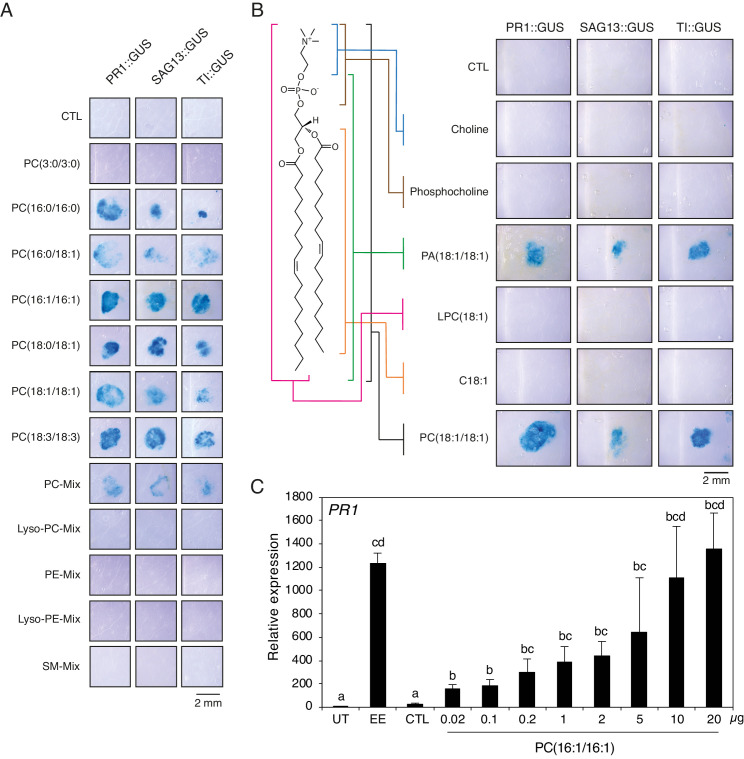
Extracellular phosphatidylcholines activate defense gene expression. (**A**) Expression of *PR1*, *SAG13*, and *TI* upon treatment with different PCs and purified phospholipid preparations. Phospholipids were applied to GUS reporter lines at 1 µg/µL, solubilized in 1% DMSO, 0.5% Glycerol and 0.1% Tween. Plants treated with 1% DMSO, 0.5% Glycerol and 0.1% Tween (CTL) served as controls. Each phospholipid was tested at least twice for its capability to activate defense gene expression and representative pictures from one experiment are shown. (**B**) Expression of *PR1*, *SAG13*, and *TI* in response to treatment with choline, phosphocholine, phosphatidic acid (PA) (18:1/18:1), lysophosphatidylcholine LPC(18:1), oleic acid (C18:1), and PC(C18:1/C18:1). All compounds were applied to GUS reporter lines at 1 µg/µL, solubilized in 1% DMSO, 0.5% Glycerol and 0.1% Tween. Plants treated with 1% DMSO, 0.5% Glycerol and 0.1% Tween (CTL) served as controls. The experiment was repeated three times with similar results and representative pictures from one experiment are shown. (**C**) Relative *PR1* expression upon treatment with EE and PC(C16:1/C16:1) at different concentrations. PC(C16:1/C16:1) was solubilized in 1% DMSO, 0.5% Glycerol and 0.1% Tween. Untreated plants (UT) and plants treated with 1% DMSO, 0.5% Glycerol and 0.1% Tween (CTL) served as controls. Total amounts of PC(C16:1/C16:1) applied per treatment are given below each bar. Transcript levels represent means ± SE of four independent experiments. Different letters indicate significant differences between treatments (ANOVA followed by Tukey’s honest significant test, p<0.05). SM-mix, sphingomyelin mix. Figure 3—source data 1.Source data for Figure 3C.

**Figure 3—figure supplement 1.**
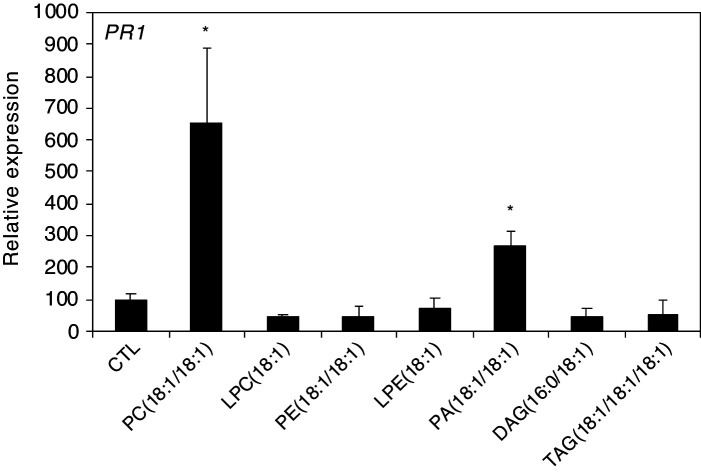
PC(18:1/18:1) and PA(18:1/18:1) activate defense gene expression in Arabidopsis. Relative *PR1* expression upon treatment with PC(18:1/18:1), LPC(18:1), PE(18:1/18:1), LPE(18:1), PA(18:1/18:1), DAG(16:0/18:1) and TAG(18:1/18:1/18:1). Phospholipids were applied at 1 µg/µL solubilized in 1% DMSO, 0.5% Glycerol and 0.1% Tween. Plants treated with 1% DMSO, 0.5% Glycerol and 0.1% Tween (CTL) served as controls. Transcript levels represent means ± SE of three independent experiments. Asterisks denote statistically significant differences between CTL and treated samples (Welch's *t*-test, *p<0.05). Figure 3—figure supplement 1—source data 1.Source data for Figure 3—figure supplement 1.

### PCs can diffuse out of the eggs

Having shown that PCs are abundant components of *P. brassicae* and *S. littoralis* eggs, that they are found in *PR1*-inducing fractions and that they can activate defense gene expression when applied exogenously, we wondered if phospholipids are released by eggs onto the leaf after oviposition. To tackle this technically challenging question, we took advantage of the ability of butterflies to lay eggs on filter paper. Eggs from *P. brassicae* and *S. littoralis* deposited on filter paper were gently removed after one or three days, respectively, and the presence of phospholipids on the filter paper was measured by MS/MS. Strikingly, PCs were identified on filter paper and their profile was highly similar to the PC profile found in EE from both insects (Figure 4). For example, PC(36:2) to PC(36:6) and PC(34:1) to PC(34:3) were the most abundant PCs from *P. brassicae* EE and filter paper samples. In contrast, empty control filter paper contained low levels of PCs (Figure 4—figure supplement 1). The total amount of PCs released by *P. brassicae* eggs during one day was 0.23 ± 0.05 μg / batch, which falls in the range of active concentrations that induce *PR1* expression (Figure 3C). *S. littoralis* eggs released four-fold more PCs (Figure 4), which can be explained by a higher number of eggs deposited and a longer exposure to the filter paper. We thus conclude that PCs can diffuse out of the eggs and are released in sufficient amounts to trigger a response in the plant.

**Figure 4.**
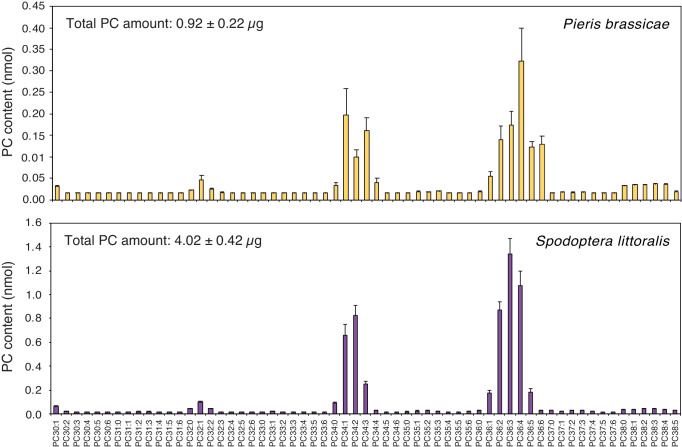
Phosphatidylcholines are released from intact insect eggs. MS-based quantification of PCs extracted from filter papers on which *P. brassicae* (upper panel) and *Spodoptera littoralis* (lower panel) eggs were deposited by natural oviposition. 80 *P. brassicae* eggs or 150–200 *s. littoralis* eggs were oviposited on filter papers and PCs from the filter papers were extracted one day and three days later, respectively. PC species are reported according to their molecular composition with the total number of carbon atoms and the sum of double bonds in the fatty acyl chains and the levels represent the mean ± SE of three independent samples. Total amount of PCs is describing the sum of all PC species per filter paper extract and represents the mean ± SE of three independent samples. Figure 4—source data 1.Source data for Figure 4.

**Figure 4—figure supplement 1.**
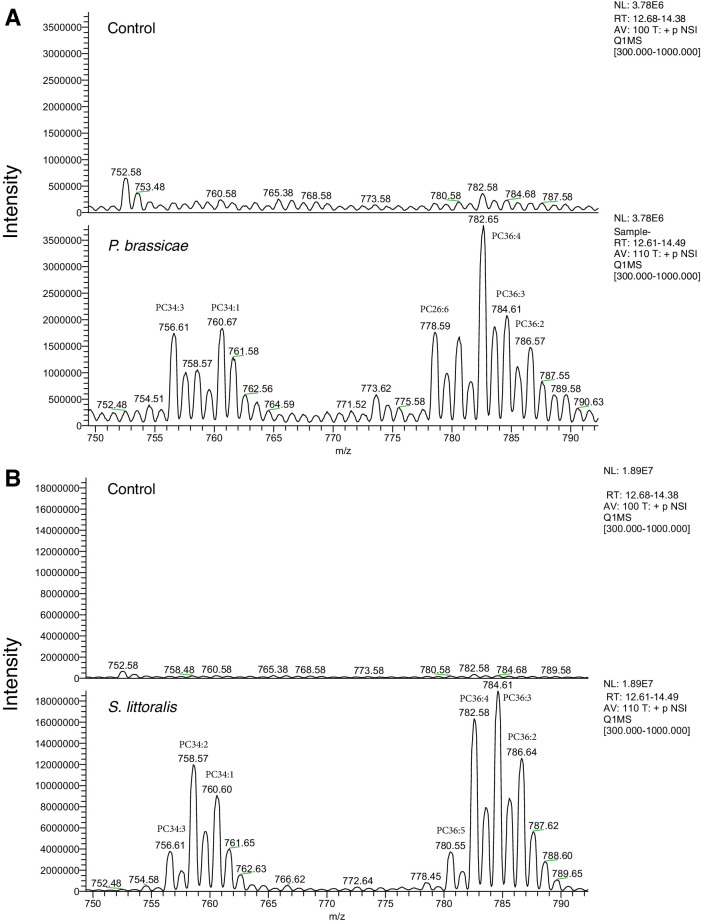
A full MS scan of samples extracted from filter paper (**A**) control (no eggs) and *P. brassiceae* eggs oviposited on filter paper and removed after one day. (**B**) Control (no eggs) and *S. littoralis* eggs oviposited on filter paper and removed after 2–3 days. Masses where most changes in PC levels occur are shown.

### PCs and EE induce similar defense responses

Oviposition or EE application trigger similar SA accumulation, ROS production, cell death, and defense gene expression in *Arabidopsis* (Little et al., 2007; Bruessow et al., 2010; Gouhier-Darimont et al., 2013; Gouhier-Darimont et al., 2019; Figure 1—figure supplement 1). In addition, we recently showed that the receptor-like kinase LecRK-I.8 is an early component of egg-induced signaling responses (Gouhier-Darimont et al., 2019). To test whether PCs can mimic these responses in a LecRK-I.8-dependent manner, *Arabidopsis* Col-0 and a T-DNA knock-out *lecrk-I.8* mutant were exposed to oviposition by *P. brassicae* butterflies, or treated with EE and different synthetic PCs. Eggs, EE or PCs induced similar SA accumulation, and this response was significantly reduced in *lecrk-I.8* (Figure 5A). Then, although they were not as potent as oviposition or EE in triggering defense gene expression, a PC-Mix, PC(16:1/16:1), and PC(18:3/18:3) induced *PR1*, *SAG13* and *TI* expression in Col-0, but significantly less in *lecrk-I.8* (Figure 5B). In addition, to test if these immune responses could be triggered by a release of leaf-derived PCs that would act as damage-associated molecular patterns (DAMPs), we gently wounded the abaxial leaf with forceps on a surface equivalent to the EE- or PC-treated area. Unlike oviposition, EE or PC treatment, wounding did not trigger SA accumulation and defense gene expression, strongly suggesting that the observed effects are due to egg-derived PCs (Figure 5A,B). Finally, like EE treatment, PCs triggered local accumulation of H_2_O_2_ and cell death, and the response was significantly lower in *lecrk-I.8* (Figure 5C,D,E). Thus, these data show that PCs closely mimic the effect of EE in inducing PTI-like responses, likely through LecRK-I.8 activity, supporting their role as EAMPs from insect eggs.

**Figure 5.**
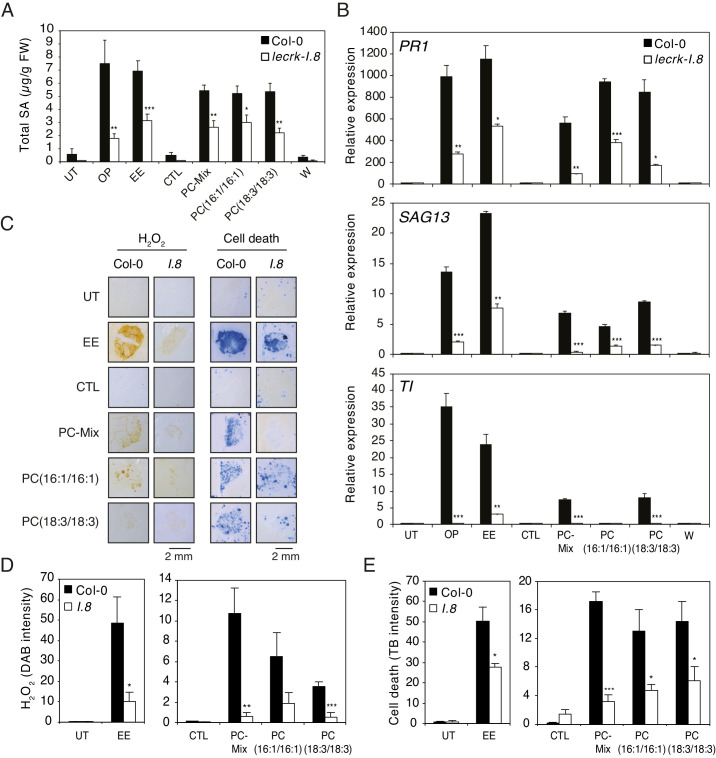
Elicitation of plant-defense responses by extracellular phosphatidylcholines depends on a functional Lectin Receptor Kinase LecRK-I.8. (**A**) Endogenous levels of salicylic acid (SA) in Col-0 and *lecrk-I.8* in response to *P. brassicae* oviposition (OP), EE, PC-Mix, PC(C16:1/C16:1), PC(C18:3/C18:3), and wounding (W). Total SA levels represent means ± SE of four independent experiments. Asterisks denote statistically significant differences between the same treatment of Col-0 and *lecrk-I.8* (Welch's *t*-test, ***p<0.001). (**B**) Relative expression of *PR1*, *SAG13* and *TI* in Col-0 and *lecrk-I.8* upon treatment with oviposition (OP), EE, PC-Mix, PC(C16:1/C16:1), PC(C18:3/C18:3), and wounding (W). Transcript levels represent means ± SE of one representative experiment with technical triplicates. The experiment was repeated three times with similar results. Asterisks denote statistically significant differences between the same treatment of Col-0 and *lecrk-I.8* (Welch's *t*-test, *p<0.05, **p<0.01, ***p<0.001). (**C**) Histochemical staining of leaves of Col-0 and *lecrk-I.8* with 3,3-diaminobenzidine (DAB) to detect H_2_O_2_ accumulation and trypan blue to detect cell death in response to treatment with EE, PC-Mix, PC(C16:1/C16:1), and PC(C18:3/C18:3). The experiment was repeated twice with similar results and representative pictures from one experiment are shown. (**D, E**) Quantification of H_2_O_2_ and cell death accumulation as in (**C**). Staining intensity was measured on images with ImageJ software. Means ± SE of five to six leaves are shown. Asterisks denote statistically significant differences between the same treatment of Col-0 and *lecrk-I.8* (Mann-Whitney *U* test (**D**) and Welch's *t*-test (**E**), *, p<0.05; **, p<0.01; ***, p<0.001). For all experiments, PCs were applied at 1 µg/µL (**A, B**) or 5 µg/µL (**C–E**), solubilized in 1% DMSO, 0.5% Glycerol and 0.1% Tween. Untreated plants (UT) and plants treated with 1% DMSO, 0.5% Glycerol and 0.1% Tween (CTL) served as controls. Figure 5—source data 1.Source data for Figure 5A–E.

## Discussion

We show here that purified PCs from *P. brassicae* eggs and synthetic PC species trigger SA and ROS accumulation, local cell death, and defense gene induction in *Arabidopsis*. Since these responses are also observed after oviposition, our findings thus support the conclusion that PCs contribute significantly to the biological responses to eggs. Identification of active PCs in eggs of chewing herbivores contributes to a relatively small list of characterized EAMPs and, to the best of our knowledge, represents the only example of EAMPs that are clearly shown to originate from the egg itself. PCs are commonly found in storage lipids of insect eggs and are major components of biological membranes (Bridges, 1972). Thus, like MAMPs and HAMPs, they constitute a classical example of conserved molecules present in whole classes of attackers with an essential function for these attackers (Boller and Felix, 2009). The observation that intact eggs or application of crude EE without wounding induce immune responses implies that PCs originate from the eggs, are released at the leaf surface and reach the extracellular space. In support of this hypothesis, we show that eggs deposited on filter paper release significant amounts of PCs. The amphiphilic nature of PCs is likely to allow diffusion through the lipidic cuticle layer and then through the hydrophilic cell wall. In addition, wounding of a leaf is not sufficient to trigger the immune responses observed after oviposition or PC application, excluding potential leaf-derived PCs as the source of inducing activity. The intact PCs and, to a lesser extent PA, induced *PR1* expression but not lysoPCs, choline, phosphocholine, and 18:1 free fatty acid. PA is a known endogenous signal in plant defense and can be generated from PC by PLD activity (Lim et al., 2017). We found that PA induced *PR1* expression at 1 μg/μL, which is about 50x more than the PA concentration measured in EE. However, when PA was included at the concentration found in eggs in a synthetic lipid mix lacking PC, the mix did not induce *PR1*. We therefore conclude that PCs are the active molecules in eggs and that they may be further processed to PA in the plant. Whether this would be due to extracellular or cytoplasmic PLD activity seems unlikely since we showed that PE, which can also yield PA upon PLD hydrolysis, is not active in inducing defense gene expression. Alternatively, since the immune response induced by eggs is quite similar to the response induced by microbial pathogens, the observation that PA induces *PR1*, *SAG13* and *TI* genes may be linked to its known signaling role during pathogenesis and not related to PC activity in response to oviposition. Further research will need to address this hypothesis.

PC levels found in a typical *P. brassicae* egg batch of 20 eggs correspond to ca. 10 μg (0.5 μg/egg) and application as low as 0.02 μg of PC(16:1/16:1) induced *PR1* expression. Although the exact amount of egg-derived PCs that reach the plant extracellular space is unknown, we showed that one *P. brassicae* egg batch released 0.23 μg in one day, indicating that, if this is due to a passive diffusion process, up to 1 μg can reach the plant surface after 5 days when eggs hatch. These values thus indicate that the PC amounts present at the plant surface are within the range of quantities that were shown to activate defenses. In addition, the intensity of *Arabidopsis* responses to PC application was not always as strong as with EE treatment. As EE contains several active PCs, synergistic effects of different PCs cannot be excluded. Alternatively, EE may contain additional factors (lipid carriers, antioxidants, adjuvant) that maintain PC stability and facilitate penetration through the plant cuticle and cell wall.

When released in the extracellular space, PCs most likely interact with a plasma-membrane anchored receptor, like all presently known MAMPs (Boutrot and Zipfel, 2017). Interestingly, we show here that oviposition, EE and PC treatment induce PTI-like responses and that these responses are drastically reduced in *lecrk-I.8*. It is thus tempting to speculate that LecRK-I.8, a member of clade I L-type LecRKs, is involved in the direct perception of PCs originating from *P. brassicae* eggs. However, the observation that PTI response is not fully abolished in *lecrk-I.8* suggests some level of redundancy. This is supported by the fact that the 11 highly homologous clade I LecRKs are found in two clusters in the *Arabidopsis* genome, rendering generation of higher order mutants technically challenging (Bellande et al., 2017). 

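In the TAIR10.1 annotation, the clade I LecRK genes form 1 group of 6 genes on the minus strand of chromosome 3, from 16632261 to 16667747, and 1 group of 5 genes on the plus strand of chromosome 5, from 24257723 to 24272835. The first spans 35.5 kb and holds *LecRK-I.1* to *LecRK-I.6* with 8 other genes between them. The second spans 15.1 kb and holds *LecRK-I.7* to *LecRK-I.11* with 2 other genes between them. *LecRK-I.8* (AT5G60280) extends from 24260225 to 24262536, starting after the end of *LecRK-I.7* at 24260043. *LecRK-I.9* (24264488 to 24268029) and *LecRK-I.10* (24268011 to 24270269) overlap at their ends.

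**Figure D3:**
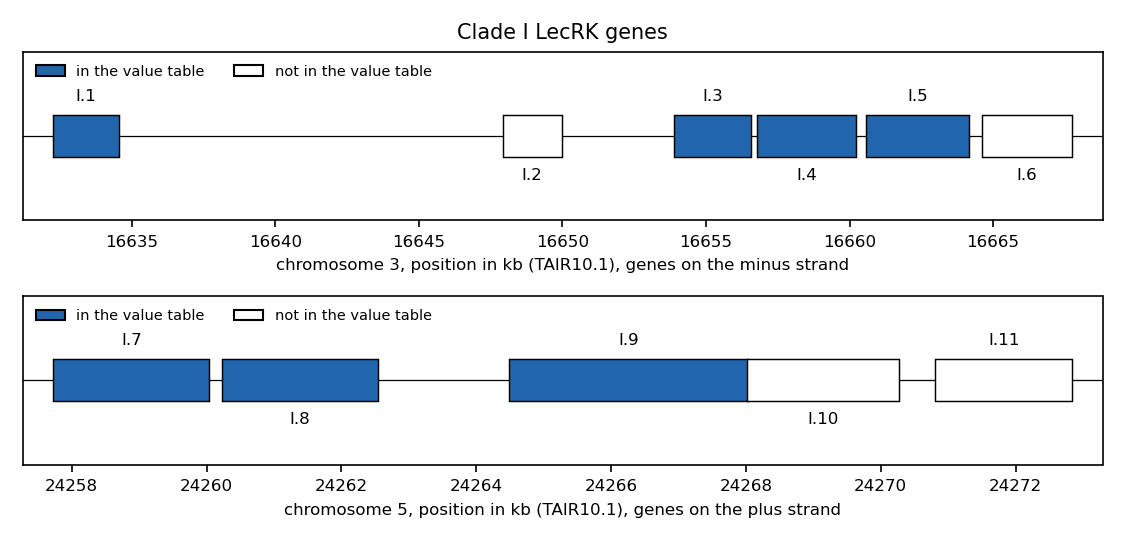
Positions in kb of the clade I LecRK genes in TAIR10.1 on chromosome 3 (6 genes, 35.5 kb) and chromosome 5 (5 genes, 15.1 kb). Filled boxes are the 7 genes with values in the deposited table, and open boxes the others.

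Of the 11 genes, 7 have values in the RNA sequencing of control, oviposited and EE-treated plants, 4 on chromosome 3 and 3 on chromosome 5. Recovered reads per library ranged over all 9 libraries from 12 to 137 for *LecRK-I.8*, 325 to 927 for *LecRK-I.9*, 141 to 395 for *LecRK-I.7*, 27 to 157 for *LecRK-I.4*, 5 to 110 for *LecRK-I.5*, 5 to 109 for *LecRK-I.3* and 0 to 49 for *LecRK-I.1*. How reads that fit several of these genes were counted is not known. *LecRK-I.8* had a log2 fold change of 2.17 after oviposition (standard error 0.485, adjusted p = 0.0806, limma; 0.0432 without the mean-variance trend, and between 0.0432 and 0.326 across the planned settings) and 2.26 after EE (standard error 0.485, adjusted p = 0.0434). The adjusted p after EE was 0.0757 without control replicate 3, 0.0717, 0.0764 and 0.0836 without oviposition replicates 1, 2 and 3, and 0.197, 0.103 and 0.192 without EE replicates 1, 2 and 3. It was 0.0585 after quantile normalization, and across the planned settings between 0.0243 and 0.141. In the comparisons the authors deposited (LIMMA), *LecRK-I.8* had an adjusted p of 0.0091 after oviposition and 0.007 after EE.

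*LecRK-I.1* (AT3G45330) had 1 read in the control libraries together. The ratio of normalized counts was 89.0 after oviposition (95% counting interval 15.6 to 3550) and 49.2 after EE (8.47 to 1980). Its adjusted p was 0.0375 after oviposition and 0.0719 after EE, and the latter was 0.0354 with the replicate number as a block. After oviposition the call was kept without control replicate 2 but lost without each other library. The adjusted p was then 0.0909 and 0.0795 without control replicates 1 and 3, 0.104, 0.175 and 0.138 without oviposition replicates 1, 2 and 3, and 0.0877, 0.0600 and 0.0712 without EE replicates 1, 2 and 3. It was 0.0981 with precision weights, 0.152 when only the 2 groups compared were modelled, 0.629 after quantile normalization (log2 fold change 2.56, against 5.25) and 0.366 with 1 CPM added (0.74). After EE it was 0.0121 without the mean-variance trend. *LecRK-I.5* (AT3G45430) was lower after both treatments, by -1.93 and -2.06 (adjusted p = 0.950 and 0.563), and *LecRK-I.3*, *LecRK-I.7* and *LecRK-I.9* were higher, by up to 2.00. With 1 library left out *LecRK-I.5* ranged from -3.10 to -1.28 after oviposition and from -3.23 to -1.35 after EE, and *LecRK-I.7* from 0.0013 to 0.60 and from 0.20 to 0.92. *LecRK-I.4* had 0.26 after EE in the deposited values and 0.02 with quantile normalization. After oviposition it had 0.00 in the deposited values and -0.28 with quantile normalization. The list of 7 genes had a median of 0.25 after oviposition (adjusted p = 0.00998 with fry, 5 of 7 genes higher) and 0.68 after EE (adjusted p = 0.00627, 6 of 7 genes higher), and after quantile normalization 0.21 and 0.64 (adjusted p = 0.119 and 0.0601). The median after oviposition was 0.60 without control replicate 3, 0.47, 0.53 and 0.11 without oviposition replicates 1, 2 and 3, and that after EE 0.41 without EE replicate 3. Adjusted over all genes 1 gene of the list was raised in each, and adjusted over the list alone 3 and 3. Between EE and oviposition the median difference was 0.10, while the mean was -0.06 (adjusted p = 0.892), and with 1 library left out the median ranged from -0.055 to 0.51.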

Alternatively, LecRK-I.8 may participate in a downstream amplification step of the egg-derived signaling pathway. Clearly, future work will be needed to understand how PCs are released from insect eggs and reach the cell surface. Moreover, binding assays with recombinant proteins will be necessary to test the role of LecRK-I.8 and related homologues.

*Arabidopsis* responded to different PCs, but not to PEs or lysoPCs/PEs, indicating some level of specificity. Plant leaf lipids are the major source of fatty acids for Lepidoptera and these fatty acids are then incorporated into neutral lipids and phospholipids in adults and eggs (Turunen, 1974; Turunen, 1990; Blomquist et al., 1991). The dominant fatty acids found in *P. brassicae* eggs from females fed on *Brasssica oleracea* are C16 and C18 with 0 to 3 double bonds (Turunen, 1974), and this is consistent with our shotgun MS analysis of PCs in EE. With regard to the position of double bonds, the unsaturated fatty acyl moieties of PCs identified in *P. brassicae* eggs are thus likely 18:1(n-9), 18:2(n-6), 18:3(n-3), and 16:1(n-7), which are fatty acids found in plants (McConn and Browse, 1996). It has to be noted at this stage that PCs are challenging to fully resolve by HPLC due to their similar physicochemical properties and full structural characterization is still challenging (Hancock et al., 2017). Thus, the exact chemical structure of all egg-derived PCs will await further development of separation and ion activation techniques. However, we found that the relative length (C16 or C18) and level of desaturation do not matter for PC activity and that the specificity of the response is due to the presence of two fatty acyl chains. The ability to recognize diverse egg PCs may be advantageous for plants as it renders the evolution of avoidance of host detection more difficult for insect pests.

In response to oviposition by the planthopper *Sogatella furcifera*, some rice varieties produce the ovicidal compound benzyl benzoate as a direct defense (Seino et al., 1996). Interestingly, purification of female *S. furcifera* extracts led to the identification of two active fractions that triggered benzyl benzoate accumulation. The first one contained PC(18:2/18:2) and the second was a mix of PE(16:0/16–0), PE(16:0/18:1), and PE(18:1/18:1) (Yang et al., 2014). Since females insert their ovipositor into stem or leaf sheath of the plant to deposit eggs, it is currently unknown whether PCs or PEs derived from the ovipositor, egg-coating secretions, or eggs. Further work should clarify the origin and specificity of active phospholipids in *S. furcifera* and identify downstream rice signaling components. Although we found that PEs did not activate gene expression in *Arabidopsis*, these results nevertheless suggest that PCs activate defense responses in both *Arabidopsis* and rice. Collectively, identification of active PCs in *P. brassicae* and *S. littoralis* eggs and the finding of related compounds in *S. furcifera* females suggests that widely divergent insect species contain similar signals that alert plants about the presence of eggs on their leaves. Furthermore, EEs from *P. brassicae*, *S. littoralis*, *Trichoplusia ni*, and *Drosophila melanogaster* activate *PR1* expression in *Arabidopsis* (Bruessow et al., 2010; Wang et al., 2017), indicating that EAMPs from different eggs activate a common signaling pathway, potentially through the perception of PCs.

It is intriguing that plants perceive egg PCs as a potential sign of future insect attack, since PCs are also constituents of plant and bacterial membranes. Although one could argue that the detection of egg-derived PCs is likely to occur in the extracellular space by a cell-surface receptor, hence providing a non-self signal to the plant, leaf-derived PCs could also be passively released upon cell damage and perceived as a sign of danger. Such ‘self’ patterns are referred to as DAMPs and are known to trigger PTI-like responses. Known DAMPs in plants include ATP, NAD(P), and cell wall fragments (Gust et al., 2017). A perception system for extracellular PC may have been an ancestral way to detect cell damage, in conjunction with the detection of other DAMPs, which may have been co-opted to respond to oviposition. However, we did not observe SA accumulation and defense gene expression when we wounded leaves on an area equivalent to the site of EE or PC treatment. Thus, whether PCs are found in the extracellular space upon wounding and activate immune responses remains unknown and would need to be further investigated. In addition, unlike EE and PCs, wounding is not known to trigger the SA pathway in *Arabidopsis* (Pieterse et al., 2012).

Because of their ubiquitous presence in biological membranes and storage lipids of eukaryotes, PCs from different sources might be detected by plants as conserved features from potential enemies. Strikingly, PCs can also be found in about 10% of bacterial species, including bacteria engaged in microbe-host interactions (Aktas et al., 2010). Besides insect eggs, PCs may thus also constitute MAMPs from bacterial or fungal pathogens. How and if plants discriminate PCs originating from insect eggs and bacterial pathogens is an intriguing question that deserves future investigation.

In summary, we report here the identification of PCs as EAMPs from insect eggs. PCs represent a class of conserved molecules that have the ability to trigger immune defenses in *Arabidopsis*. This study illustrates the sophistication of plant-herbivore interactions and expands the repertoire of patterns that plants use to recognize insect attack.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Arabidopsis thaliana*)	PR1	arabidopsis.org	At2G14610	
Gene (*Arabidopsis thaliana*)	SAG13	arabidopsis.org	At2G29350	
Gene (*Arabidopsis thaliana*)	TI	arabidopsis.org	At1g73260	
Gene (*Arabidopsis thaliana*)	LecRK-I.8	arabidopsis.org	At5g60280	
Genetic reagent (*Arabidopsis thaliana*)	*lecrk-I.8* T-DNA	Nottingham Arabidopsis stock center (NASC)	SALK_066416	
Genetic reagent (*Arabidopsis thaliana*)	PR1::GUS	Bruessow et al., 2010		
Genetic reagent (*Arabidopsis thaliana*)	SAG13::GUS	Bruessow et al., 2010		
Genetic reagent (*Arabidopsis thaliana*)	TI::GUS	Bruessow et al., 2010		
Genetic reagent (*Arabidopsis thaliana*)	*sid2-1*	Nawrath and Métraux, 1999		
Genetic reagent (*Acinetobacter sp. ADPWH_lux.*)	bacterial biosensor	Huang et al., 2005		
Sequence-based reagent	PR1_FWD	This paper	PCR primers	GTGGGTTAGCGAGAAGGCTA
Sequence-based reagent	PR1_RV	This paper	PCR primers	ACTTTGGCACATCCGAGTCT
Sequence-based reagent	SAG13_FWD	This paper	PCR primers	GTCGTGCATGTCAATGTTGG
Sequence-based reagent	SAG13_RV	This paper	PCR primers	CCAAGGACAAACAGAGTTCG
Sequence-based reagent	TI_FWD	This paper	PCR primers	CCTCGTGGTTGCTGGTCCAAA
Sequence-based reagent	TI_RV	This paper	PCR primers	CCTCTCACATAGTCTTGGACGAAA
Sequence-based reagent	SAND_F	This paper	PCR primers	AACTCTATGCAGCATTTGATCCACT
Sequence-based reagent	SAND_R	This paper	PCR primers	TGATTGCATATCTTTATCGCCATC

### Plant material and insect growth conditions

*Arabidopsis thaliana* plants were vernalized for 2 days at 4°C and cultivated in pots containing moist compost. Plants were grown in a controlled environmental chamber with a 10-hr day / 14-hr night cycle as described previously (Reymond et al., 2004). Experiments were conducted with four- to five-week-old plants. The *lecrk-I.8* T-DNA (SALK_066416) (Gouhier-Darimont et al., 2013) and *sid2-1* (Nawrath and Métraux, 1999) mutants, and the GUS reporter lines PR1::GUS, SAG13::GUS, and TI::GUS (Bruessow et al., 2010) were described previously.

A colony of *P. brassicae* (large white butterfly) was reared on *Brassica oleracea* var. *gemmifera* as described previously (Bonnet et al., 2017). *Spodoptera littoralis* eggs were obtained from Syngenta (Dr. O. Kindler, Stein, Switzerland).

### EE preparation and purification of defense eliciting *P. brassicae* egg lipids

EE was prepared from *P. brassicae* eggs collected from cabbage leaves. *P. brassicae* eggs were crushed with a pestle in a 1.5 mL reaction tubes and centrifuged for 3 min at 15'000 g. The supernatant (EE) was stored at −20°C. Natural oviposition and EE application to plants have been described previously (Gouhier-Darimont et al., 2013; Gouhier-Darimont et al., 2019). After three days, *P. brassicae* eggs and the EE were carefully removed from treated leaves before sample analysis.

Egg lipid purification with Cleanascite was conducted following the manufacturer’s instructions (Biotech Support Group LLC). Briefly, EE was mixed with Cleanascite 1:1 (V:V) by gently shaking for 10 min and centrifuged for 15 min at 10'000 g for phase separation. For application of lipid-free supernatant (CS SN) and lipid fraction (CS LF), 2 µL of CS SN and CS LF were spotted under two leaves of each treated plant. Plants were treated for three days. Untreated plants and plants treated with EE diluted 1:1 with H_2_O served as controls. Three plants were used for each treatment.

For extraction and purification of eggs lipids, ca. 100'000 *P. brassicae* eggs were collected over the course of several weeks, yielding 10 mL of EE. Aliquots of 1 mL of *P. brassicae* EE were then mixed dropwise with 6.25 mL of CHCl_3_:EtOH (1:1; V:V) and mixed on a shaker for 1 hr at room temperature with additional 15 mL of CHCl_3_:EtOH. The extract was dried under a nitrogen stream and resuspended in 25 mL CHCl_3_. After filtration through a funnel packed with cotton, CHCl_3_ was evaporated and the lipids (lipid fraction, LF) resuspended in 10% DMSO. LFs from 10 × 1 mL aliquots (corresponding to 1.1 g total lipids) were pooled and further separated by SPE. For plant treatment, LF was solved at 5 µg/µL in 1% DMSO by sonication.

For SPE fractionation, 1.1 g of LF was mixed with 7 g of silica gel and loaded to a *ZEO*prep 60 C18 reverse-phase cartridge (40–63 μm; BGB Analytics AG, Boeckten, Switzerland) and sealed with sand. The cartridge was placed in a PuriFlash 400 system and eluted with 300 mL of 25% MeOH (Fr. 1), followed by 300 mL of 50% MeOH (Fr. 2), 350 mL of 75% MeOH (Fr. 3), 550 mL of 100% MeOH (Fr. 4) and 250 mL of 100% C_4_H_8_O_2_ (Fr. 5). SPE fractions were dried under a nitrogen stream. For plant treatment, aliquots of SPE fractions were solubilized in 1% DMSO at 5 µg/µL by sonication. Eight leaves from four plants (two leaves per plant) were treated with a 2 µLdrop of each SPE fraction from the abaxial side of the leaf and treated leaves were harvested three days later for analysis. Plants treated with LF and 1% DMSO served as controls.

Further fractionation of Fr. four was performed on a semi-preparative HPLC equipment (Armen modular spot prep II, Saint-Avé, France) connected to an ELSD Sedex LT-ELSD 85 (Sedere, Alfortville, France). The fractionation was performed on 30 mg using a reverse-phase semi-preparative X-bridge C18 column (150 × 19 mm, 5 μm; Waters, Milford, MA, USA), with water (A) and methanol (B) containing both 0.1% formic acid as mobile phase. Separation was performed with a step gradient from 5% to 96% of B in 60 min, held during 30 min, then 96% to 100% of B in 20 min, held during 20 min. The flow rate was fixed at 17 mL/min. The UV detection in the scan mode (210–366 nm) and the ELSD conditions at 1 mL/min, 40°C, 3.1 bar N_2_ and gain 8. Separation of Fr. four led to 17 subfractions (Fr. 4.1 to Fr. 4.17) with clearly distinguishable ELSD signal, which were eluted during the isocratic phase of the gradient (96% of B, 60–90 min) and were collected, evaporated under a nitrogen stream and used for further treatments and analyses. For plant treatment, aliquots of HPLC fractions were solubilized in 1% DMSO at 5 µg/µL by sonication. Eight leaves from four plants (two leaves per plant) were treated with a 2 µL drop of each HPLC fraction from the abaxial side of the leaf and treated leaves were harvested three days later for analysis. Plants treated with SPE Fr. four (5µg/µL) served as controls.

### Detection of egg lipids on filter paper

Filter paper sheets were clipped on leaves from *B. oleracea* and placed in a cage with adult *P. brassicae* butterflies. Sheets containing egg batches were removed and left at room temperature for one day. Then, eggs were gently removed and the oviposited area was cut and 2–4 filter paper pieces (equivalent to 80 eggs) were placed into a 1.5 mL glass vial containing 600 μL MeOH. After gentle agitation for 10 min, the pieces were removed and the solution was dried with N_2_ before further analysis. Filter paper sheets clipped on *B. oleraceae* leaves but not exposed to butterflies were used as controls. For *S. littoralis*, egg batches were obtained on filter paper three days after oviposition. Pieces of 0.5 cm^2^ (150–200 eggs) were cut and placed in MeOH.

### Nuclear magnetic resonance (NMR) spectroscopy

The samples were dissolved in CD_3_OD and the NMR experiments were recorded on a Bruker Avance III HD 600 MHz NMR spectrometer equipped with a QCI 5 mm Cryoprobe and a SampleJet automated sample changer (Bruker BioSpin, Rheinstetten, Germany). For assignment of ^31^P signals the heteronuclear TOCSY pulse sequence of Kellogg, 1992 modified by Balsgart et al., 2016 was employed with a mixing time of 70 ms. The 2D ^1^H−^31^P NMR experiments were recorded using 256 t1 increments each consisting of 32 scans with a repetition delay of 1 s and eight dummy scans. The quantitative 1D ^31^P NMR experiments were recorded under inverse gated decoupling to avoid NOE transfer from ^1^H to ^31^P and employed 128 scans and repetition delays of 20 s. Chemical shifts are reported in parts per million (δ) using the residual CD_3_OD signal (δ_H_ 3.31) as internal standard for ^1^H and the TIBP (triisobutyl phosphate) signal (δ_P_−0.36) as internal standards for ^31^P NMR. The PC quantification was performed either by the ERETIC method (Akoka et al., 1999) using the triphenyl phosphate solution as external reference (48.5 mM) or by adding TIBP as internal standard (1.5 mM). All NMR spectra were recorded at 298 K.

### MS analysis of lipids in HPLC fractions and on filter paper

Dried fractions were dissolved in chloroform/methanol (1:1 v/v) and diluted into chloroform/methanol (1:2) containing 5 mM ammonium acetate, which were then infused into a Triple Stage Quadrupole Vantage (Thermo Scientific) equipped with a Triversa NanoMate (Advion) and analyzed by full scan in positive and negative modes as well as precursor ion scans for PCs (positive mode, *m/z* 184.074, collision energy 30). The data were analyzed using Xcalibur (Thermo Scientific). Relatively little material was detected in the negative ion mode and in the positive mode, the major species were found in the precursor ion scan for PCs. Possible PC species were identified by their masses, giving a PC with x number of C and y number of double bonds (eg. m/z 732.4 = PC(32:1)). To identify fatty acyl chains, LiAc was added to 5 mM and fragmentation of the desired PC species was performed using the compound optimization method for fragmentation (TSQ Tune) (Hsu and Turk, 1999). Loss of specific fatty acids were detected by neutral ion loss analysis.

For samples on filter paper, dried samples were resuspended in 100 microliters of chloroform/methanol/water (2:7:1, with 5 mM ammonium acetate) and infused into the TSQ triple quadrupole MS. A full scan was performed in the positive mode to see all positively charged lipids. A calibration curve was done with 0.05, 0.5 and 5 μg PC(16:1/16:1) spotted on filter paper and extracted like egg samples.

### MS shotgun lipidomic analysis

MS analysis of *P. brassicae* and *S. littoralis* EE was performed at Lipotype GmbH (Dresden, Germany) according to Surma et al., 2015. Lipid profiling was conducted in triplicates for both insect species.

### Phospholipase treatment of EE

For phospholipase treatment, 100 µL of EE were mixed with 20 U of Phospholipase D (Sigma-Aldrich, P8398) (PLD) and 20 U of Phospholipase A_2_ (Sigma-Aldrich, P6534) (PLA_2_) and incubated for 1.5 hr at 30°C followed by incubation at 37°C for another 1.5 hr. For separate phospholipase treatments, 100 µL of EE were mixed with 20 U PLD or PLA2 and incubated for 1.5 hr at 30°C for PLD or 1.5 hr at 37°C for PLA_2_. Eight leaves from four plants (two leaves per plant) were treated from the abaxial side of the leaf with a 2 µL drop of the phospholipase-treated EE or an untreated EE which was incubated in the same way as described above. Treated leaves were harvested three days later for analysis and untreated plants served as controls.

Efficacy of PC degradation in phospholipase-treated EE was checked by ^31^P 1D NMR (see above).

### Phospholipid treatments and wounding

Pure phospholipids for plant treatments were ordered from Avanti Polar Lipids (Alabaster, Alabama, USA) PC(3:0/3:0), 1,2-dipropionyl-sn-glycero-3-phosphocholine, 850305; PC(16:0/16:0), 1,2-dipalmitoyl-sn-glycero-3-phosphocholine, 850355; PC(16:0-18:1), 1-palmitoyl-2-oleoyl-glycero-3-phosphocholine, 850457; PC(16:1/16:1), 1,2-dipalmitoleoyl-sn-glycero-3-phosphocholine, 850358; PC(18:0-18:1), 1-stearoyl-2-oleoyl-sn-glycero-3-phosphocholine, 850467; PC(18:1/18:1), 1,2-dioleoyl-sn-glycero-3-phosphocholine, 850357; PC(18:3/18:3), 1,2-dilinolenoyl-sn-glycero-3-phosphocholine, 850395; PE(18:1/18:1), 1,2-dioleoyl-sn-glycero-3-phosphoethanolamine, 850725; PA(18:1/18:1), 1,2-dioleoyl-sn-glycero-3-phosphate, 840875; DAG(16:0/18:1), 1-palmitoyl-2-oleoyl-sn-glycerol, 800815; TAG(18:1/18:1/18:1), 1,2,3-tri-(9Z-octadecenoyl)-glycerol, 870110; LPC(18:1), 1-hydroxy-2-oleoyl-sn-glycero-3-phosphocholine, 845875; LPE(18:1), 1-oleoyl-2-hydroxy-sn-glycero-3-phosphoethanolamine, 846725; PC-Mix purified from chicken egg, 840051; Lyso-PC-Mix purified from chicken egg, 830071; PE-Mix purified from chicken egg, 840021; Lyso-PE-Mix purified from chicken egg, 860081. PA-Mix purified from chicken egg, 84010; SM-Mix purified from chicken egg, 860061. Phospholipid stock solutions were made in 100% MeOH analytical grade. For phospholipid application, an appropriated amount of the stock solution was transferred in a fresh tube, the MeOH was evaporated under a nitrogen-flux and the phospholipids were solved in 1% DMSO, 0.5% Glycerol and 0.1% Tween 20 by sonication. For GUS staining analysis, six leaves of two plants (three leaves per plant) were treated, for qPCR analysis eight leaves of four plants (two leaves per plant) were treated, and for DAB and trypan blue staining nine leaves of three plants (three leaves per plant) were treated. Plants were treated from the abaxial side of the leaf with a 2 µL drop of the phospholipid solution and harvested after three days. Control plants were treated with 1% DMSO, 0.5% Glycerol and 0.1% Tween 20. Oleic acid (C18:1) (Sigma-Aldrich, O1008) solution was prepared as described for phospholipids. Choline (Sigma-Aldrich, C7017) and phosphocholine (Sigma-Aldrich, P0378) stock solutions were made in H_2_O and diluted in the control solution for plant treatments. The concentrations used for each separated or combined phospholipid or chemical treatment are given in the corresponding figure legends.

For wounding experiment, a one-side corrugated forceps wounded the leaves mostly from the abaxial site. The size of the corrugated wounding-surface was adjusted to the size of a 2 µL drop of EE. Samples were harvested after three days.

### RNA sequencing experiment

For experiments with natural oviposition, 15 plants were placed in a 60 × 60×60 cm tent containing approximately 30 *P. brassicae* butterflies. After 24 hr, four plants containing one egg batch on two leaves were placed in a growth chamber for four days. Just before hatching, eggs were gently removed with a forceps. For EE application, 2 × 2 µL of EE were spotted under the surface of each of two leaves of each treated plant. Four plants were treated with EE for 5 days. Treated or oviposited leaves were harvested and quickly stored in liquid N_2_. Untreated plants were used as controls.

Total RNA from three biologically independent experiments was extracted using an RNeasy plant mini kit (Qiagen). DNase treatment was added to the protocol. For cDNA synthesis, RNA samples were purified by NaAC 3M and EtOH precipitation. Library were synthetized from 500 ng of purified total RNA using the TrueSeq stranded mRNA kit (Illumina). RNA and library quality was assessed with a fragment analyzer from Advanced Analytical. Library were sequenced with the Illumina HiSeq 2500 sequencer at the Genomic Technologies Facility platform of the University of Lausanne (LGTF) (http://www.unil.ch/gtf/en/home.html). Libraries were multiplexed and sequenced twice aiming to obtain 35 million reads per sample. Reads were mapped to the *Arabidopsis* TAIR10 genome release using STAR (Dobin et al., 2013). Counts were normalized according to the Trimmed Mean of M-values (TMM) method and per library size. Data were transposed in normalized counts/million reads (in log2) to be further analyzed using R Bioconductor package LIMMA. Data have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) under the accession number GSE144091.

### Gene expression analysis

Total RNA was extracted using the Relia Prep RNA Tissue Mini Prep System (Promega) following the manufacturer’s instructions. cDNA synthesis was conducted using 1 µg of total RNA for reverse-transcription by M-MLV reverse transcriptase (Invitrogen) in a final volume of 25 μL. cDNA was synthesized in triplicates and diluted eightfold with water for subsequent quantitative real-time PCR (qPCR) analysis. qPCR analysis was performed with gene specific primers for *PR1* (At2g14610; FW: 5′-GTGGGTTAGCGAGAAGGCTA-3′, RV: 5′-ACTTTGGCACATCCGAGTCT-3′), *SAG13* (At2g29350; FW: 5′-GTCGTGCATGTCAATGTTGG-3′, RV: 5′-CCAAGGACAAACAGAGTTCG-3′), and *TI* (At1g73260; FW: 5′-CCTCGTGGTTGCTGGTCCAAA-3′, RV: 5′-CCTCTCACATAGTCTTGGACGAAA-3′) in a final volume of 20 μL containing 2 μL of cDNA, 0.2 μM of each primer, 0.03 μM of reference dye (ROX), and 10 µL of Brilliant III Ultra Fast SYBR Green QPCR Master Mix (Agilent) on a QuantStudio three real-time PCR machine (Applied Biosystems; Thermo Scientific) with the following program: 95°C for 3 min, then 40 cycles of 10 s at 95°C and 20 s at 60°C. mRNA levels were normalized to the house keeping gene *SAND* (At2g28390; FW: 5′-AACTCTATGCAGCATTTGATCCACT-3′, RV: 5′-TGATTGCATATCTTTATCGCCATC-3′).

### Histochemical staining

GUS staining and visualization of cell death by trypan blue staining were done as described previously (Little et al., 2007). Detection of hydrogen peroxide by 3,3′-diaminobenzidine (DAB) staining was conducted as described previously (Daudi and O’Brien, 2012).

### Measurement of total SA

Determination of total SA was done using the bacterial biosensor *Acinetobacter* sp. ADPWH_lux. (Huang et al., 2005; Huang et al., 2006) according to Defraia et al., 2008 with minor modification. Briefly, 18 leaves of six plants (three leaves per plant) were exposed to natural oviposition, treated with 2 µL of EE, PC-Mix, PC(16:1/16:1) or PC(18:3/18:3), or wounded. Untreated plants and plants treated with the solvent control served as controls. Three days later, six leaf discs of 0.7 cm diameter from two plants were harvested per sample, combined and the fresh weight was determined. Samples were ground in liquid nitrogen and extracted in 200 mL of 0.1 M sodium acetate buffer (pH 5.6) and centrifuged at 4°C for 15 min at 16’000 g. 50 µLof the extract was incubated with 5 µL β-glucosidase from almonds (Sigma-Aldrich, G0395; 0.5 U/µL in acetate buffer) for SA release from SA-glucoside for 90 min at 37°C. Afterwards, 20 µL of the extract was mixed with 60 µL of Luria Broth medium and 50 µL of an overnight log phase culture of *Acinetobacter* sp. ADPWH_lux (OD600 = 0.4), and incubated for 1 hr at 37°C. Luminescence was measured with a Hidex microplate reader using a 485 ± 10 nm filter for 1 s. For absolute SA quantification, a SA standard curve (0–60 ng) in untreated *sid2-1* leaf extracts was read in parallel.

### Statistical analyses

We assume normal distribution of values for gene expression levels. Because of the large range of relative expression values all statistical tests on gene expression data were performed on log-transformed data. Determination of statistically significant differences between gene expression samples was evaluated by analysis of variance (ANOVA) followed by Tukey’s honest significant. Because criteria for homogeneity of variance were not always met (Levene test), statistical differences for pairwise comparisons were evaluated by a two-sided Welch's *t*-test. When values were not normally distributed (Shapiro-Wilk test), we used the Mann-Whitney *U* test. All statistical tests were done in R (RStudio version 1.1.442). The choice of statistical test is given in the corresponding figure legend.

## Data Availability

RNAseq data have been deposited in GEO under accession code GSE144091. The following dataset was generated: HilfikerOReymondP2020Conserved Arabidopsis response to oviposition and crude egg extract treatmentNCBI Gene Expression OmnibusGSE144091

How the deposited data were processed for this re-analysis (not part of the article)

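RNA sequencing of *Arabidopsis* leaves was analysed in 9 libraries, 3 each from untreated control plants, plants 5 days after oviposition by *P. brassicae* and plants treated with egg extract (EE) for 5 days. The authors mapped the reads to the TAIR10 release with STAR, normalized the counts with the trimmed mean of M-values method and per library size, and deposited the result as log2 normalized counts (CPM), with 1 column per library. The deposited log2 values also include a scaling between libraries, since each library has the same median of 4.19 and its own factor of 0.988 to 1.01. The authors also deposited log2 fold changes of each treatment over control and p-values they had adjusted after comparison with LIMMA, and the paper's text names neither the adjustment method nor a block in the model. The fold changes calculated here from the deposited values lay within 0.006 of the authors' for 100% of the genes in both comparisons, and the authors' adjusted p-values served only for comparison. The program that counted reads and the filter that left 17605 genes are not named in the text.

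Reads were recovered from the deposited values by fitting, for each library, a library size and a factor such that every value stood for a whole number of reads plus 0.5. All 158445 values lay within a tolerance of 0.01 reads, with a largest distance of 0.00225. Recovered totals ranged from 37348236 to 47057692 per library. A library with 0 reads of a gene has a log2 value between -6.65 and -5.99. The fitted library size divided by the recovered total was 0.700 in control replicate 3, and 1.13, 1.16 and 1.20 in the replicate 2 libraries of control, oviposition and EE.

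The log2 values were analysed with limma 3.58.1 in R 4.3.3, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The model had 1 mean per group over all 9 libraries, with moderated variances that follow the mean-variance trend. The comparisons were oviposition against control, EE against control and EE against oviposition. P-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison, with a threshold of 0.05. No fold change threshold was applied. Single values were compared by exact two-sided permutation tests, for which 3 libraries against 3 cannot give a p under 0.1. Whether libraries with the same replicate number belong together was checked by correlating, across genes, their deviations from group means, with a limit of 0.1 for every number. The limit was exceeded for EE with control and for EE with oviposition, but not for oviposition with control, and control replicates 1 and 3 correlated with EE replicates of the other number as well, so the replicate number as a block is an alternative and not part of the model.

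Gene lists for the salicylic acid pathway, jasmonate response, PTI, senescence, photosynthesis, circadian clock, reference genes, clade I LecRK genes and the markers of the paper were written from general knowledge and the paper. They held 130 entries, of which 124 were in the deposited table, and 123 were used because the symbol of 1 entry, *SARD4*, could not be matched to its identifier in the files or the annotation. Each list was tested with fry of limma, and with camera as an alternative, adjusted over 27 tests. Genes named in the text are those the paper names, the clade I LecRK genes, the 5 largest rises and 3 largest falls among genes past the threshold in each comparison with control whose libraries did not overlap, up to 3 genes each way for EE against oviposition, and the member of every other list with the largest change. *PDF1.2* is named as that member of the jasmonate list. *CCA1* and *ELF4* of the clock list are named outside this rule, as examples chosen after the data were seen. Part of the paper's table of fold changes had been seen when this rule was written.

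The lists, the comparisons and the main alternatives were fixed before the deposited values were examined. So was the rule, but part of the paper's fold changes, which come from the same libraries, had already been seen. These alternatives were a model without the mean-variance trend, precision weights from vooma, the replicate number as a block, a model of only the 2 groups compared, quantile normalization, median centring, 1 CPM added before the logarithm, a filter on genes with a mean of at least 0, voom on the recovered reads for the counts of each treatment, an adjusted p under 0.01, an absolute log2 fold change of at least 1, and leaving out each library. Added after the data were seen were voom for the other counts, voom with read totals as library size, voom with scale or quantile normalization, undoing the scale step, weights per library, the block combined with no trend, vooma or voom, and the replicate number as a random effect.

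The correlation between treatments was compared with 100 simulated data sets without a treatment effect. A scheme that drew the deviations with replacement was replaced, because some draws had no variance, by one that uses each deviation 1 time in random order and sign. Both schemes were kept, and with replacement 20 of 100 sets had an r at or above the observed one. A scheme within each replicate number, with 1 sign for each number, was added after the data were seen. It gives 1 number the other sign and the remaining numbers different orders, because the deviations of a group sum to 0 and otherwise cancel. Splits of the libraries were counted in full (10 for 3 against 3), and assignments to the 3 groups were drawn 100 times with a fixed seed, over all libraries and, chosen after the result was seen, within each replicate number. The test of genes near the floor in the controls first divided the genes by their mean over all libraries, which the rise itself lifts, and was replaced by a division on a control library left out of the model. The steps were tested on simulated data of the same size, with independent noise per gene and library. Among genes changed by 3 on the log2 scale, 72% were called for oviposition, 73.5% for EE and 69% for the difference, with 2, 3 and 2 false calls. In 10 simulated data sets without an effect at most 1 gene was called in a comparison. The simulated libraries lacked the deviations that the replicate 2 libraries share, so these numbers of false calls need not hold for the real ones. Positions of LecRK genes are from the TAIR10.1 annotation and those of the other genes from the deposited table. Reads could not be mapped again, since the files hold no sequences.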

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

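The tests of read counts for the genes that differ between EE and oviposition, of the other jasmonate genes, of genes near the floor in the controls and of reads shared among LecRK genes were chosen only after the result was seen.

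*AACT1* (AT5G61160), *GH3.2* (AT4G37390) and AT4G16240 differed between EE and oviposition in a direct test of the difference. Relative to oviposition, the log2 differences were 5.80, 3.06 and -3.36 (adjusted p = 0.0104, 0.0438 and 0.0313 with limma), and for each gene the libraries of the treatments did not overlap. The adjusted p of *AACT1* was 0.0834, 0.0910 and 0.117 without oviposition replicates 1, 2 and 3 and 0.101 without EE replicate 1. That of *GH3.2* was 0.0829 without control replicate 3, 0.103, 0.202 and 0.335 without oviposition replicates 1, 2 and 3, and 0.410, 0.146 and 0.241 without EE replicates 1, 2 and 3. For AT4G16240 it was 0.0605 without control replicate 3, 0.103, 0.202 and 0.163 without the oviposition replicates, and 0.309, 0.108 and 0.214 without the EE replicates, in the same order. With the replicate number as a block, *AACT1* had 0.0377 and the other two 0.0922 and 0.0809. The scaling between libraries is argued against, since the smallest of the 3 differences was 3.10 in size with the scale step undone, after quantile normalization or with read totals as library size. Counting noise is argued against too, since the lowest library of the higher treatment had at least 4.99 times the reads of the highest library of the lower one. Only 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and the others gave 0, but with 10 splits chance cannot be excluded. A difference between natural oviposition and EE in these genes may explain them and remains a hypothesis.

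*PDF1.2b* (AT2G26020), which the paper does not discuss, had a log2 fold change of 11.48 after EE (adjusted p = 0.00147), and *PDF1.2* (AT5G44420) and *PDF1.2c* (AT5G44430) had 10.02 and 11.29 (adjusted p = 0.000964 and 0.000589). All 3 genes were higher after EE than after oviposition in every library, by 6.48, 6.68 and 7.87, but the difference did not pass the threshold (adjusted p = 0.309, 0.113 and 0.0786). The scaling between libraries is argued against, since the smallest of the 3 rises was 9.67 under the other scalings. A general jasmonate response remains open. The other 18 genes of the jasmonate list had a median of -0.186, 7 of them were higher after EE and 0 passed the threshold with limma, but the median was 0.80 without control replicate 3. Reads shared between the 3 genes also remain open. The share of one gene in the reads of all 3 varied by up to 26.5 percentage points among treated libraries, but how shared reads were counted is not known, so the rises of the single copies cannot be told apart.

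The paper reports genes raised by the treatments, and 51 genes fell after EE (limma) beside 481 that rose. The number of falling genes was 20, 179 and 23 without control replicates 1, 2 and 3, 28, 31 and 30 without oviposition replicates 1, 2 and 3, and 10, 12 and 4 without EE replicates 1, 2 and 3, and 149 with the replicate number as a block. The excess of rises was weighed against technical explanations. The share of rises among called genes was at least 86.6% under the other scalings, which argues against the scaling. Genes near the floor in the controls, which have little room to fall, remain open. Each control library in turn was left out of the model and used to pick the genes above its median. Among these the share of rises was 71.9% (23 of 32), 53.9% (89 of 165) and 75.5% (37 of 49) for control replicates 1, 2 and 3, against 96.9%, 83.1% and 97.1% among the genes below it, so the excess of rises lay mostly in genes with low control values. Only the real one of 10 splits of the control and EE libraries gave as many called genes (1 of 10), which cannot exclude chance. Activation of more genes than are repressed after EE is another candidate explanation that was not tested further.

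The clade I LecRK genes, of which the paper studied *LecRK-I.8* by mutant analysis, had a median log2 fold change of 0.68 after EE (adjusted p = 0.00627 with fry) and 0.25 after oviposition (adjusted p = 0.00998). After quantile normalization the adjusted p-values were 0.0601 and 0.119. Reads shared between near-identical genes were tested by the direction of the single members. The lowest log2 fold change after EE was -2.06 (*LecRK-I.5*, standard error 1.23), and 6 of 7 members were higher, so shared reads and a rise of several members cannot be told apart, because the reads that fit several genes are not known. A response of this receptor family to the treatments may be present but rests on low counts.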

How the results depend on the processing

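Undoing the scale step, weights per library, voom for the genes that differ between treatments or were raised by both, voom with read totals, scale or quantile normalization, the replicate block combined with another choice, and the replicate number as a random effect were chosen only after the result was seen.

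The 3 markers passed the threshold in 6 of 6 comparisons with control, also without the mean-variance trend, with the replicate block, after quantile normalization, with 1 CPM added, with the filter on low values, and without each library except oviposition replicates 2 and 3, where 5 passed (*SAG13* lost, adjusted p = 0.0544 and 0.0556). With precision weights from vooma (*TI* lost, 0.119) and a model of only the 2 groups compared (*SAG13* lost, 0.0737) 5 passed. Median centring moved nothing, since the medians are already equal. Of the list tests 10 passed, and 15 with camera, 12 with 1 CPM added, 11 with the replicate block, 13 with the scale step undone, 10 after quantile normalization and 8 to 12 without 1 library.

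The numbers of genes changed by oviposition (264), changed by EE (532), differing between EE and oviposition (3) and raised by both (232) moved by more than 1.5 times under several settings. Precision weights from vooma gave 62, 319, 5 and 57. A model of only the 2 groups compared gave 54, 355, 5 and 49. Quantile normalization gave 164, 434, 14 and 140. On the recovered reads, voom gave 67, 343, 5 and 61, with read totals as library size 86, 375, 12 and 77, with scale normalization 71, 342, 5 and 65, and with quantile normalization 53, 285, 14 and 50. An added count of 1 CPM gave 36 differing genes and weights per library 52. An adjusted p under 0.01 gave 100, 211, 0 and 91, since it calls fewer genes by construction. The 0 was obtained with limma, which gave 502 differing genes at an unadjusted p under 0.05. Apart from that threshold, the cause was not tested. The counts stayed within 1.5 times without the trend (325, 547, 3 and 281), with the filter on low values (181, 375, 3 and 155), with the scale step undone (265, 535, 3 and 233) and with a fold threshold of 1 on the log2 scale (264, 528, 3 and 232). Rises were more numerous than falls after each treatment under each setting run.

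The replicate block gave 387, 775, 1 and 327 genes, of which 376 rose and 11 fell after oviposition. It raised the number lowered by EE from 51 to 149, brought *LecRK-I.1* after EE (adjusted p = 0.0354) and the PTI list between EE and oviposition (0.00287) past the threshold, and lost *GH3.2* and AT4G16240 (0.0922 and 0.0809). It changed no other call of the named genes and lists. Without the trend the block gave 428, 800, 2 and 362 genes. It gave 17 differing genes with vooma, 15 with voom and 18 with voom and scale normalization. As a random effect the replicate number gave 389, 694, 6 and 333 genes, and without the trend 415, 748, 4 and 358.

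With 1 library left out, genes changed by oviposition numbered 114 to 333, those changed by EE 210 to 774, those differing 0 to 4 and those raised by both 105 to 289. Fewer libraries lower the power by construction. Without oviposition replicates 2 and 3, oviposition changed 114 and 137 genes and both treatments raised 105 and 125. Without EE replicates 1 and 3, these numbers were 172 and 167, and 125 and 137. Without EE replicates 1, 2 and 3, EE changed 210, 311 and 225. The differing genes were 0 without EE replicate 1 or any 1 oviposition library, and 1 without control replicate 3 or EE replicate 2 or 3.

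The Pearson correlation of 0.870 stayed between 0.794 and 0.906 under the other settings with shared controls, apart from 0.749 within replicate 1 alone. With different controls for each treatment it was 0.512, 0.222 and 0.553 where control 1, 2 or 3 served for oviposition, and 0.604, 0.372 and 0.378 where it served for EE, since shared libraries add the same error to both ratios. Spearman rho, 0.70 with shared controls, was 0.14, -0.20 and 0.26, and 0.36, 0.02 and -0.09, in the same order.

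Direction changed in some results that had not passed the threshold. With 1 library left out, *SAND* ranged from -0.43 to 0.15 after oviposition and from -0.13 to 0.32 after EE, and *LecRK-I.4* from -0.62 to 0.33 and from -0.37 to 0.59. The jasmonate list ranged from -0.31 to 1.54 after oviposition and from -0.87 to 0.81 after EE, the photosynthesis list after oviposition from -1.05 to 0.48, and the clock list from -0.15 to 0.24 and from -0.12 to 0.12. For EE against oviposition, the ranges were -0.14 to 0.10 for the salicylic acid list, -0.81 to -0.27 for jasmonate, -1.12 to 0.0035 for photosynthesis, -0.32 to 0.11 for the clock and -0.055 to 0.51 for the LecRK list. Quantile normalization turned the clock list after oviposition to -0.026. For EE against oviposition it turned the test direction of the clock list (-0.0006465) and of the reference genes (-0.024), as the block did for the LecRK list (0.10) and undoing the scale step for the reference genes (0.013). Where a median kept its sign, the direction of the rotation test turned. For these the cause was not tested. Of the other comparisons of named genes and lists with a setting, 598 kept their direction and side of the threshold, 38 fell under it and 16 passed it, against 19 that changed direction.

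With read totals as library size, the median of all genes was 0.165 after EE (-0.04 in the deposited values) and 0.115 for EE against oviposition (-0.04). The LecRK list (0.87) and *UBQ10* (1.04) after EE lay above that shift, which is not subtracted from these values. The depth limits genes near 1 CPM, which stands for 29.4 to 51.4 reads. Genes with 1 control read in all, AT2G44240 and *LecRK-I.1*, have fold changes that depend on the count added before the logarithm. Other genes near the floor in the controls also moved across the planned settings. The lowest log2 fold changes after oviposition were 4.32 for *ALPHA-DOX1* (8.68 in the deposited values), 3.55 for *DIN2* (7.95) and 3.52 for *ATOSM34* (7.60). For *NHL10* after EE the lowest was 4.50 (8.53).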

Differences from the paper's values

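Weights per library, the replicate block combined with another choice and the replicate number as a random effect were chosen only after the result was seen.

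The authors' deposited table of comparisons, cited as the paper's, was counted at an adjusted p under 0.05. The paper's number of genes raised by oviposition is 648, against 263 here. For EE the paper's number is 847, against 481, and for both treatments 518, against 232. The paper's numbers of lowered genes are 48 after oviposition and 321 after EE, against 1 and 51. The log2 fold changes are the same within 0.006, so the difference lies in the adjusted p-values. Of the genes called here, 252 of 263 raised by oviposition and 460 of 481 raised by EE are also called in the paper's table. Calls of clade I LecRK genes differed too, and the authors' adjusted p (LIMMA) is given first. *LecRK-I.8* had 0.0091 against 0.0806 after oviposition. *LecRK-I.1* had 0.0085 against 0.0719 after EE. *LecRK-I.3* had 0.0274 against 0.219 after oviposition and 0.0482 against 0.191 after EE. *LecRK-I.5*, lower after both, had 0.0199 against 0.950, and 0.0137 against 0.563. *LecRK-I.4*, *LecRK-I.7* and *LecRK-I.9* passed the threshold in neither. The ranks of the paper's adjusted p-values and of the p-values here had a Spearman rho of 0.947 after oviposition and 0.944 after EE, and of 0.969 and 0.968 with the replicate number as a block.

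Of the alternatives fixed before the data were examined, the replicate block (626) and leaving out control replicate 2 (595) brought the number raised by EE within 1.5 times of the paper's 847, and the others did not. For the numbers raised by oviposition, raised by both, and lowered by either treatment, none of these alternatives did. Some settings chosen after seeing the values also brought the number raised by EE within that range, while dropping many of the 847 genes the paper calls. These were weights per library (605 genes, 306 of the paper's dropped), the block without the mean-variance trend (641, 267 dropped), with vooma (596, 305 dropped), with voom (631, 287 dropped) and with voom and scale normalization (608, 298 dropped), and the replicate number as a random effect with the trend (596, 292 dropped) and without it (624, 274 dropped). For the number raised by both, the block without the trend (362) and the random effect without the trend (358), likewise chosen after seeing the values, came within 1.5 times of the paper's 518, and each dropped 195 of those genes. The model reported here drops 396 of the 648 and 387 of the 847 genes. No setting that was run gave the paper's numbers.

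The paper states that the markers were equally induced by oviposition and EE. Here each was higher in all 3 EE libraries than in all 3 oviposition libraries, by 1.80 for *PR1*, 1.24 for *SAG13* and 2.67 for *TI* on the log2 scale (*SAG13* by 0.73 without oviposition replicate 1). No single difference passed the threshold after adjustment over all genes (adjusted p = 0.999 each, limma). Adjusted over the list of 3 alone, 2 of the markers passed it. As a list of 3 they had an adjusted p of 0.0832 with fry, 0.00059 with camera, 0.0327 after quantile normalization, 0.0142 with 1 CPM added, 0.184 with the replicate block, and 0.0226 and 0.0249 without control replicates 2 and 3.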

Other observations

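The tests of the time of day and of sequencing depth for the replicate 2 libraries, and the assignments within the replicate number, were chosen only after the result was seen.

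The replicate 2 libraries of control, oviposition and EE deviated together from their groups. In 32.0% of all genes the replicate 2 library was the highest or the lowest of its group in the same direction in each group, against 7.66% for replicate 1 and 7.25% for replicate 3. *LHCB3* (AT5G54270), for example, had 24680, 17634 and 17026 reads in the replicate 2 libraries and at least 167340 in each other library. Sequencing depth is argued against, since replicate 2 had the most or the fewest reads in 1 group only. The scaling between libraries is argued against, since after quantile normalization the lowest correlation of the deviations between groups was 0.685. A harvest at another time of day remains a candidate explanation. The 16 clock genes deviated in replicate 2 by a median of 0.74, above 98.64% of random lists matched on expression, with *CCA1* lowest and *ELF4* highest of their group in each replicate 2 library. The clock genes of replicate 1 were at percentile 99.92, however, and those of replicate 3 at 47.55, so this test does not single out replicate 2. No harvest times are given, and growth conditions that differed between the experiments remain open and untested.

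Control replicate 3 had the highest jasmonate gene levels. Of the 19 genes of the list, 14 were highest of the 9 libraries in control replicate 3, against 21.3% of all genes, and 17 were highest of the 3 controls. The median was 3.14 above the other controls. The scaling between libraries is argued against as the whole explanation, since 10 genes remained highest there with read totals as library size, the fewest under 3 other scalings. For a harvest at another time of day, the clock genes of control replicate 3 deviated by more than 84.55% of random lists, which decides nothing, so it cannot be told apart from other causes. An unrecorded stress of the plants in this experiment may have raised these genes and was not tested.

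Genes raised by oviposition tended to be raised further by EE. Their median difference of EE minus oviposition was 0.34, and 176 of 263 (66.9%) had the larger log2 fold change after EE. The scaling between libraries is argued against, since the smallest median was 0.359 under 3 other scalings. A single oviposition library is argued against, since the smallest median was 0.28 when each was left out in turn. A stronger or more even exposure to EE than to egg batches is a possible explanation that was not tested further, and the single genes seldom passed the threshold.

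For oviposition against control, only the real one of 10 splits gave as many called genes (1 of 10) and the others gave 0, which cannot exclude chance with 10 splits. Of 100 random assignments of the 9 libraries to the 3 groups, the real one included, 2 had as many genes raised in both comparisons. The other one gave 421 genes and placed the libraries of each replicate number in a group of their own, with replicate 2 as the control. These assignments ignore the replicate number, by which the replicate 2 libraries deviated together. The 3 groups were therefore also permuted within each replicate number, which gives 108 assignments when the exchange of both treatments is counted once, and 100 of them were drawn. Only the real one (1 of 100) had as many genes raised in both, and the next had 199. With the replicate number as a block, 327 genes were raised by both real treatments and at most 236 in another of these assignments. The assignment with 199 genes, and 236 with the block, kept the 3 controls as control and so still compared control with treated libraries. Assignments that parted the controls gave 0 genes, without or with the block. This argues against chance for that number if libraries of 1 replicate number belong together. Between control and oviposition that did not hold for replicates 1 and 3, whose deviations had correlations of 0.0226 and -0.157. For the list tests, 3 of the 100 assignments that ignore the replicate number had as many past the threshold, the real one included. The 2 others kept the 3 controls in one group. These assignments cannot exclude chance for the list tests, because the replicate 2 libraries deviated together. Of the 100 within the replicate number, 12 kept the controls in one group and so still compared control with treated libraries, and 10 had as many list tests, all of them among these 12. That count therefore decides nothing about chance. In the assignments within the replicate number that parted the controls, 0 list tests passed the threshold with fry, as with the block.

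*SAND* (AT2G28390), the reference gene the paper used for quantitative PCR, had log2 fold changes of -0.13 after oviposition (adjusted p = 0.998, limma) and 0.17 after EE (adjusted p = 0.874), with the same sign under each scaling. *UBQ10* (AT4G05320) had 0.84 and 0.78 (adjusted p = 0.901 and 0.596). *LHCB3* had -1.26 after EE (adjusted p = 0.832), and *RVE1* (AT5G17300) had 1.11 after oviposition (adjusted p = 0.998). With 1 library left out, *UBQ10* after oviposition ranged from 0.46 to 1.08, *LHCB3* from -2.82 without control replicate 2 to -0.00765 without EE replicate 2, and *RVE1* from 0.13 to 2.07 without control replicates 2 and 1.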
